# Commensal Bacteria-Dependent CD8αβ^+^ T Cells in the Intestinal Epithelium Produce Antimicrobial Peptides

**DOI:** 10.3389/fimmu.2018.01065

**Published:** 2018-05-16

**Authors:** Banru Chen, Xiang Ni, Rui Sun, Benhua Zeng, Hong Wei, Zhigang Tian, Haiming Wei

**Keywords:** CD8αβ^+^ intraepithelial lymphocytes, α-defensins, antimicrobial activity, intestinal epithelium, commensal bacteria

## Abstract

The epithelium of the intestine functions as the primary “frontline” physical barrier for protection from enteric microbiota. Intraepithelial lymphocytes (IELs) distributed along the intestinal epithelium are predominantly CD8^+^ T cells, among which CD8αβ^+^ IELs are a large population. In this investigation, the proportion and absolute number of CD8αβ^+^ IELs decreased significantly in antibiotic-treated and germ-free mice. Moreover, the number of CD8αβ^+^ IELs was correlated closely with the load of commensal microbes, and induced by specific members of commensal bacteria. Microarray analysis revealed that CD8αβ^+^ IELs expressed a series of genes encoding potent antimicrobial peptides (AMPs), whereas CD8αβ^+^ splenocytes did not. The antimicrobial activity of CD8αβ^+^ IELs was confirmed by an antimicrobial-activity assay. In conclusion, microbicidal CD8αβ^+^ IELs are regulated by commensal bacteria which, in turn, secrete AMPs that have a vital role in maintaining the homeostasis of the small intestine.

## Introduction

Intestinal epithelial cells (IECs) are a single layer of cells covering the luminal side of the intestinal tract. These cells are confronted by trillions of resident commensal bacteria (1). Intraepithelial lymphocytes (IELs) are the lymphocytes located between enterocytes. IELs have a vital role in protective immunity against invading pathogens, as well as providing tolerance to commensal bacteria, and maintaining intestinal homeostasis (2–4). These “frontline” IELs are exclusively T cells and are predominantly CD8^+^ and can be divided into two subsets based on the expression of T cell receptors and co-receptors (3). Among the two subsets, type A IELs are conventional CD8αβ^+^TCRαβ^+^ or CD4^+^TCRαβ^+^ cells and are pre-activated in gut-associated lymphoid tissues or intestinal draining lymph nodes (LNs), before they “home” to the intestinal epithelium. These T cells show an “effector-memory-like phenotype” and have a protective role against various pathogens. Type B IELs are CD8αα^+^ TCRαβ^+^ or CD8αα^+^ TCRγδ^+^ and do not express CD4 or CD8αβ. These T cells participate in damage repair, the regulatory response, and are potent cytotoxic effectors (2, 5–12).

CD8αβ^+^ IELs are the major type A IELs. They are the progeny of conventional CD8 T cells activated by peripheral antigens in Peyer’s patches (PP) or mesenteric LNs and accumulate with age in the epithelium of mice (2, 13). Adoptive transfer of antigen-specific CD8αβ^+^ IELs into mice infected with lymphocytic choriomeningitis virus, rotavirus, *Giardia lamblia*, or *Toxoplasma gondii* has demonstrated a protective function for CD8αβ^+^ IELs in infection (14–17). CD8αβ^+^ IELs are strongly cytotoxic, and are a subset of antigen-experienced cytotoxic T lymphocytes (CTLs) (2). However, these IELs typically encounter a large number of commensal bacteria rather than invading pathogens, so two main questions arise: what is the effect of CD8αβ^+^ IELs on commensal bacteria? Do CD8αβ^+^ IELs function in ways other than conventional CTLs when confronted by commensal bacteria? These questions and the relationship of these IELs to commensal bacteria have not been explored fully. Comparison of wild-type, germ-free (GF), and antibiotic-treated mice has demonstrated a positive relationship between CD8αβ^+^ IELs and commensal bacteria, suggesting that the latter may regulate the number of CD8αβ^+^ IELs in the intestinal epithelium (18–20). However, the mechanistic basis for the effect of CD8αβ^+^ IELs on commensal bacteria is not known.

As a physical barrier between the connective tissue and intestinal lumen, the intestinal epithelium utilizes various antibacterial mechanisms to maintain a steady-state relationship between the host and bacteria. Defensins within intestinal crypts have a critical role in this relationship. Defensins are a family of antimicrobial peptides (AMPs) that can be divided into three subfamilies α-, β-, and θ-defensins, according to their structural features (21). In humans and other mammals, α-defensins are usually secreted by neutrophils, monocytes, and some epithelial cells. In mice, leukocytes do not express α-defensins but Paneth cells do, and are located in the crypts of the small intestine, where α-defensins are a predominant antimicrobial factor (21–24). Paneth cells are located at the base of crypts (which are at the bottom of villi) and release AMPs in the form of secretory granules (3). Villi extend into the lumen, and have a large surface area for contact with intestinal contents. Whether α-defensins are produced along the surface of villi is not known. However, it is possible that some lymphocytes scattered along the intestinal epithelium may also produce anti-microbial factors that help to control the large number of microorganisms within the lumen.

To study the relationship between CD8αβ^+^ IELs and commensal bacteria, we examined CD8αβ^+^ IELs in GF and antibiotic-treated mice and showed that they are dependent upon commensal bacteria. In an experiment involving microbiota transplantation, we provide evidence that CD8αβ^+^ IELs can be induced by some specific members of commensal bacteria. In addition, a similar decrease in the number of CD8αβ^+^ IELs in toll-like receptor (TLR)-deficient mice suggested commensal bacteria may regulate the number of CD8αβ^+^ IELs *via* TLR stimulation. We conducted microarray analysis and showed that CD8αβ^+^ IELs expressed a series of α-defensins at gene and protein levels. The supernatants of cultured CD8αβ^+^ IELs killed bacteria directly and showed antimicrobial activity. Overall, our results provide evidence for a new function by which CD8αβ^+^ IELs regulate commensal bacteria in the epithelium of the small intestine.

## Materials and Methods

### Mice

Wild-type [specific pathogen-free (SPF) and GF] mice on a C57BL/6 background were purchased from the Shanghai Laboratory Animal Center (SLAC, Chinese Academy of Sciences). GF and corresponding SPF mice on a BALB/c background were generated and provided by Professor Hong Wei from Third Military Medical University (Chongqing, China). TLR2^−/−^, TLR4^−/−^, TLR9^−/−^, and TLR2^−/−^TLR4^−/−^TLR9^−/−^ mice (SPF) on a C57BL/6 background were a gift from Dr. Shaobo Su (Sun Yat-sen University, Guangzhou, China). GF mice were housed in GF facilities according to animal care regulations. SPF mice were maintained in a SPF barrier facility at the University of Science and Technology of China (USTC, Hefei, China) in accordance with the guidelines for use of experimental animals. Sex-matched mice (8–10 weeks) were used for all experiments unless indicated otherwise.

### Isolation of IELs and Splenocytes (SPLs)

Intraepithelial lymphocytes were isolated as described previously (25) with modifications. The entire small intestines were extracted and placed in cold phosphate-buffered saline (PBS) after mesenteric fat tissue had been removed. After careful identification of individual PPs on the anti-mesenteric side of the intestinal serosa and excising them using surgical scissors, the small intestines were opened longitudinally and washed with PBS 4–5 times to remove most of the contents. Then, the intestines were cut into pieces (1 cm) and placed in a 50-mL Erlenmeyer flask. The intestinal pieces were incubated in 20 mL of Iscove’s modified Dulbecco’s medium (IMDM) supplemented with 5% fetal bovine serum (FBS), 5 mM ethylenediamine tetra-acetic acid (EDTA), and 15 mM HEPES, and rotated at 200 rpm for 30 min at 37°C. This procedure was repeated thrice. After each rotation, the supernatants containing IELs were collected, and new IMDM with EDTA and HEPES was added to the Erlenmeyer flask. The supernatants were filtered through a 200-gauge steel mesh and cells (including IELs) were collected by centrifugation. Total cells were resuspended in 3 mL of 40% Percoll and then overlaid onto 2 mL of 70% Percoll, after which gradient centrifugation was undertaken at room temperature. IELs at the interphase were collected. The cells were washed once in PBS and these IELs were used for experimentation.

Spleens were extracted and placed in cold PBS. After filtration through a 200-gauge steel mesh and the removal of red blood cells (RBC) with RBC lysis buffer, SPLs were collected for further experimentation.

### Flow Cytometry and Sorting

For surface staining, IELs and SPLs were incubated with 5% normal rat serum to block FcRs and incubated with indicated antibodies for 30 min at 4°C. For intracellular staining, IELs and SPLs were pretreated with phorbol myristate acetate (PMA; 50 ng/mL; Sigma–Aldrich, Saint Louis, MO, USA), ionomycin (1 µg/mL; Sigma–Aldrich), and monensin (10 µg/mL; Sigma–Aldrich) for 5 h. Then, the stimulated IELs and SPLs were incubated with 5% normal rat serum to block FcRs and stained with surface markers. After fixation and permeabilization, cells were stained further with intracellular antibody. The antibodies used are listed in Table S1 in Supplementary Material. All flow-cytometry experiments were carried out with a flow cytometer (LSRII; BD Biosciences, Franklin Lakes, NJ, USA) and analyzed with FlowJo software (Tree Star, Ashland, OR, USA). For microarray analysis, sorting of CD8αβ^+^ IELs and CD8αβ^+^ SPLs was undertaken with a FACS Aria cell sorter (BD Biosciences) and purity >98% was achieved.

We carried out an assay to measure antimicrobial activity. To obtain cells with increased activity, purified CD8αβ^+^ IELs and CD8αβ^+^ SPLs were sorted by magnetic-activated cell sorting (MACS; Miltenyi Biotec, Bergisch Gladbach, Germany). The cells were labeled with biotin anti-mouse CD8b antibody and then anti-biotin microbeads. The purity of the sorted cell populations was >90%.

### Antibiotic Treatment

Commensal bacteria from the gut were depleted using four antibiotics according to method reported before (26) with modifications. Briefly, for combinatorial antibiotic treatment, mice were provided with sterile water supplemented with metronidazole (1 g/L), neomycin sulfate (1 g/L), ampicillin (1 g/L), and vancomycin (0.5 g/L) (Sangon Biotech, Shanghai, China) beginning at 3 weeks of age and lasting for 5 weeks. For single antibiotic treatment, mice were treated with sterile water supplemented with each antibiotic alone at the dose indicated above. Water containing antibiotics was supplied as drinking water to mice and changed twice a week.

### Analyses of Bacterial 16S rDNA

The contents of a 15-cm distal portion of small intestines were collected and weighed. Bacterial DNA was extracted using an E.Z.N.A™ Mag-Bind Soil DNA kit (Omega Bio-Tek, Norcross, GA, USA). To measure the composition of bacteria in the small intestine, the V3–V4 region of 16S rDNA was amplified and sequenced using Illumina Miseq™ (Sangon Biotech).

### Transplantation With *Bifidobacterium*

The transplantation experiment was carried out according to previous reports with modifications (27, 28). Mice at 3 weeks of age were treated with a combination of metronidazole (1 g/L), neomycin sulfate (1 g/L), ampicillin (1 g/L), and vancomycin (0.5 g/L) (Sangon Biotech) for 2 weeks. Then, at 5 weeks of age, the water was replaced by antibiotic-free water and the mice were administered (i.g.) with a mixture of 2 × 10^8^ CFU *Bifidobacterium longum* (ATCC15697) and 2 × 10^8^ CFU *Bifidobacterium adolescentis* (ATCC15703). Also, the antibiotic-free drinking water was supplied with *B. longum* (final concentration ≈10^6^ CFU/mL) and *B. adolescentis* (final concentration ≈10^6^ CFU/mL). Mice in the control group were administered (i.g.) with an equal volume of Modified Reinforced Clostridial Medium (BD 218081) but without bacterial cells and the antibiotic-free drinking water was also supplied with an equal volume of Modified Reinforced Clostridial Medium. Mice were evaluated after 15 days.

### Identification of Bacteria

Nine days after transplantation of *Bifidobacterium*, fresh stool samples were collected and weighed. To identify the existence and relative expression of *Bifidobacterium*, DNA from the stool samples was extracted using a Stool Genome DNA Extraction kit (YPH-Bio, Beijing, China) according to manufacturer instructions. The abundance of *Bifidobacterium* was analyzed by quantitative real-time polymerase chain reaction (qRT-PCR) with SYBR^®^ Premix Ex Taq (Tli RNaseH Plus; TaKaRa Bio, Kusatsu, Japan). The relative expression of the target gene was normalized to the gene level of “all bacteria.”

As reported previously (29, 30), the following primers (forward and reverse, respectively) were used: “all bacteria”: 5′-CGGTGAATACGTTCCCGG-3′ and 5′-TACGGCTACCTTGTTACGACTT-3′; *Bifidobacterium*: 5′-CTCCTGGAAACGGGTGG-3′ and 5′-GGTGTTCTTCCCGATATCTACA-3′.

### Microarray Analysis

Samples were collected from purified CD8αβ^+^ IELs and CD8αβ^+^ SPLs, with ≈1 million cells in each sample. Microarray analysis was done with PrimeView™ chips (Affymetrix, Santa Clara, CA, USA) and analyzed using MeV 4.9 software.

### Real-Time Polymerase Chain Reaction

RNA purified from 1 million CD8αβ^+^ IELs and 1 million CD8αβ^+^ SPLs was isolated using TRIzol™ Reagent (Invitrogen, Carlsbad, CA, USA). Primers were synthesized by Sangon and are listed in Table S2 in Supplementary Material.

### Immunofluorescence

Isolated CD8^+^ IELs were attached to poly-l-lysine-coated slides and then fixed for 20 min with 4% paraformaldehyde at room temperature, after which the slides attached with CD8^+^ IELs were stored at −80°C. Slides with IELs were moved to room temperature for 5 min and permeabilized with 1% Triton X-100 for 15–20 min, followed by blocking with 1% bovine serum albumin for 1 h at room temperature. Subsequently, slides were stained with primary antibodies at 4°C overnight. The slides were then washed thrice in PBST (PBS with 0.05% Tween 20) for 5 min. Slides were incubated with secondary antibody in the dark for 2 h at 37°C and then stained with 4′,6-diamidino-2-phenylindole (1 ng/mL) for 3 min at room temperature. After a final wash in PBST, the slides were mounted on coverslips. Cells were imaged with a microscope (LS710; Zeiss, Wetzlar, Germany). Detailed information about antibodies is listed in Table S1 in Supplementary Material.

### Stimulation of Secretion of CD8αβ^+^ T Cells

CD8αβ^+^ IELs (5 × 10^5^) and CD8αβ^+^ SPLs (5 × 10^5^) purified by MACS were cultured in IMDM (1 mL) supplemented with 5% FBS for 24 h at 37°C. During this 24 h, PMA (50 ng/mL, Sigma–Aldrich) and ionomycin (1 µg/mL, Sigma–Aldrich) were added during the last 6 h, or an interleukin (IL)-15/IL-15R complex (50 ng/mL) was added during the entire 24-h period. IMDM with 5% FBS and streptomycin (0.1 mg/mL) was used as a positive control because the antibiotic streptomycin is known to inhibit *Escherichia coli*. After 24 h, cellular components were deposited by centrifugation, and supernatants were collected for an assay to measure antimicrobial activity.

### Assay to Measure Antimicrobial Activity

*Escherichia coli* [a gift from Dr. Shujuan Lv (Anhui Medical University, Anhui, China)] was cultivated aerobically in liquid Luria Bertani (LB) medium at 37°C for 8 h and the concentration was diluted to 1 × 10^5^ CFU/mL. LB-Agar Medium petri plates were coated with *E. coli* (1 × 10^5^ CFU/mL) and then sterile Oxford cups (8 mm in diameter) were placed on the surface of the each bacteria-inoculated agar plate. Next, supernatants (200 µL) from stimulated CD8αβ^+^ IELs or CD8αβ^+^ SPLs were dropped into the corresponding Oxford cups, and equivalent amounts of IMDM with streptomycin were used as positive controls. The plates were incubated for 18 h at 37°C. The antimicrobial activity was shown by the clear inhibition zone (called “inhibition ring”) around the sample-loaded Oxford cups after incubation and the diameter of the inhibition rings were measured.

### Statistical Analyses

The unpaired Student’s *t*-test was used for two groups. A normal distribution was evaluated by the Kolmogorov–Smirnov test. If data showed a normal distribution, they were tested by an unpaired *t*-test (parametric test) but, if not, the Mann–Whitney test (nonparametric test) was used. A one-way ANOVA for more than two groups were used to determine significant differences. Data were presented as mean ± SEM. *P* < 0.05 was considered significant.

### Data Availability Statements

Microarray data have been deposited at the National Center for Biotechnology Information GEO repository through accession number GSE105061.

## Results

### Commensal Bacteria Specifically Regulate the Number of CD8αβ^+^ IELs in the Intestinal Epithelium

CD8αβ^+^ IELs (type A) are a population of resident effector memory T cells scattered along the epithelium of the small intestine (5). The commensal microbiota has an important role in the maintenance of immune homeostasis (31–34). Studies in GF mice have demonstrated a positive relationship between CD8αβ^+^ IELs and commensal bacteria within the small intestine (18–20, 31, 35), yet a systematic classification and comparison with other CD8αβ^+^ cells have not been made. To investigate further the crosstalk between CD8αβ^+^ IELs and commensal bacteria, we first verified the positive relationship between them. By flow cytometry, we gated CD45^+^ CD3^+^ CD8β^+^ CD8α^+^ TCRβ^+^ cells in the epithelium of the small intestine, as well as CD8αβ^+^ SPLs as a phenotypic comparison (Figures 1A,B). CD8αβ^+^ IELs comprised most intraepithelial T cells in SPF mice. A dramatic decrease in absolute numbers and proportions was shown in GF mice, including the proportion of CD8αβ^+^ IELs in all CD45^+^ lymphocytes and CD8^+^ T cells (Figures 1C,D). These results confirmed a role for commensal bacteria in the accumulation of CD8αβ^+^ IELs.

**Figure 1:**
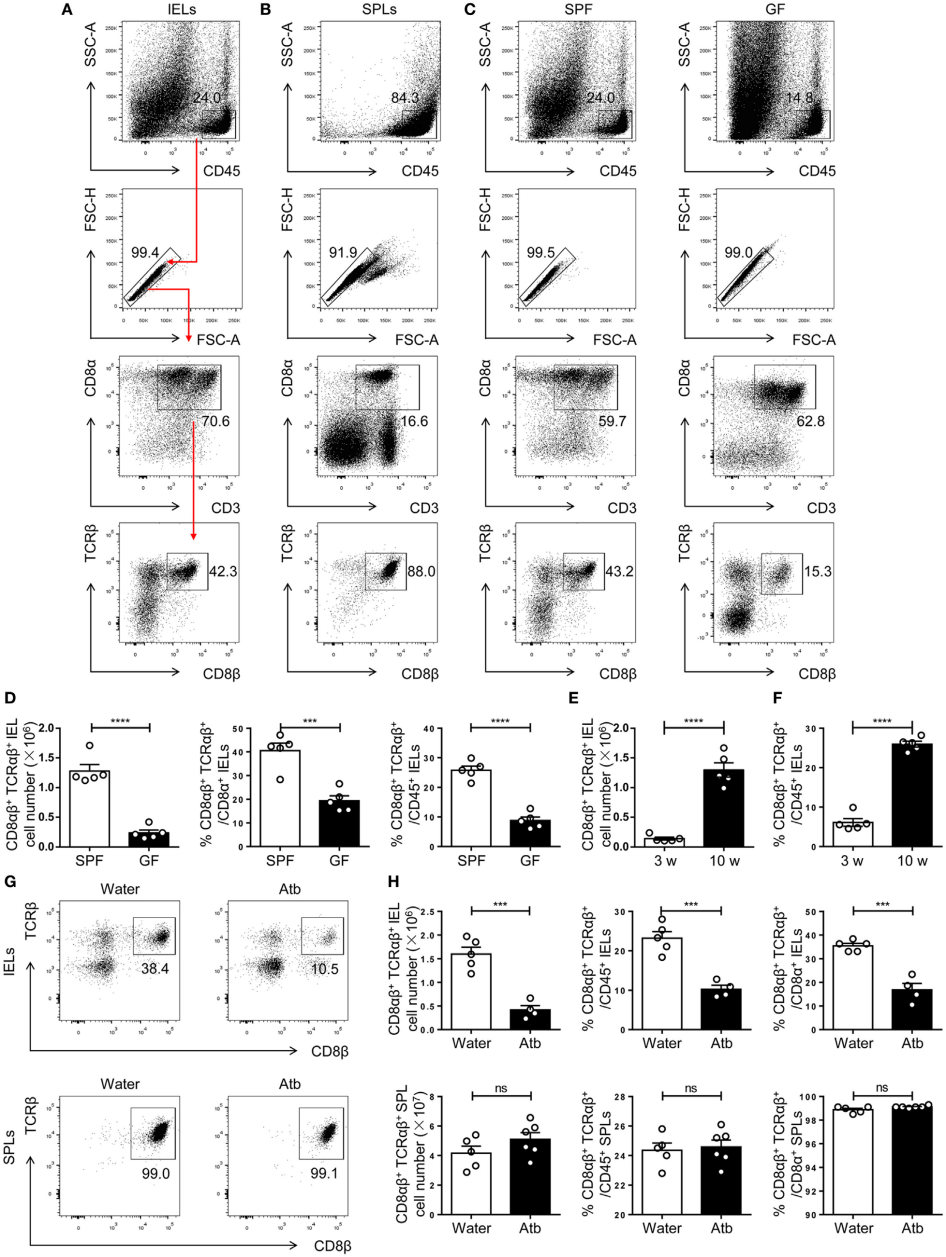
Commensal bacteria direct the number and frequency of CD8αβ^+^ IELs in the epithelium of the small intestine. **(A,B)** Gating strategy and representative flow spots of CD3^+^ CD8α^+^ CD8β^+^ TCRβ^+^ among CD45^+^ single cells from SPF mice. Flow cytometry was undertaken on IELs **(A)** and SPLs **(B)**. Red arrow in **(A)** indicates the order for gating. **(C)** CD8αβ^+^ IELs from SPF and germ-free (GF) mice on a C57BL/6 background were gated for further analyses by the strategy shown in **(A)**. **(D)** The absolute number and percentage of CD8αβ^+^ IELs were compared between SPF and GF mice. **(E,F)** The absolute number **(E)** and percentage **(F)** of CD8αβ^+^ IELs were compared between 3- and 10-week-old WT mice. **(G,H)** Three-week-old SPF mice were fed with normal water or water containing antibiotics for 5 weeks and identified, respectively, as water-treated mice and Atb-treated mice. The absolute number and percentage of CD8αβ^+^ IELs and SPLs from the indicated mice were analyzed by flow cytometry, *n* = 4–6 mice per group. Numbers adjacent to outlined areas denote the percentage of gated cells. All mice used were on a C57BL/6 background. Data are representative of two independent experiments. Unpaired *t*-test. Error bars represent the mean ± SEM. ***P < 0.001, ****P < 0.0001. Abbreviations: ns, not significantly different; IEL, intraepithelial lymphocyte; SPL, splenocyte; Atb, antibiotic; WT, wild-type; SPF, specific pathogen-free; GF, germ-free.

As mice age, commensal bacteria accumulate gradually in the intestine (36). The number of CD8αβ^+^ IELs in adult SPF mice was greater than that in newly weaned mice (Figures 1E,F). To mimic this condition, mice were treated with a combination of antibiotics beginning at 3 weeks of age and lasting for 5 weeks (Atb-treated mice). These mice were compared with mice that received water without antibiotics. A decrease in the number of CD8αβ^+^ IELs was observed in Atb-treated mice but not in mice treated with normal water. The number and proportion of CD8αβ^+^ SPLs were unchanged in Atb-treated mice (Figures 1G,H). These data demonstrated that commensal bacteria could regulate the number of CD8αβ^+^ IELs in the epithelium of the small intestine.

### CD8αβ^+^ IELs Are Induced by Specific Members of Commensal Microbes

The number of CD8αβ^+^ IELs was affected by commensal bacteria, so the load and diversity of bacteria was analyzed in the intestine of Atb-treated mice. A sharp decrease in the load of commensal bacteria was observed after antibiotic treatment, as assessed by the difference in global microbe DNA loads between Atb-treated and water-treated mice (Figure 2A). This observation suggested that accumulation of CD8αβ^+^ IELs was influenced by the load of commensal microbes. Meanwhile, a decrease in the diversity in Atb-treated mice was shown by the Shannon index (Figure 2B). Moreover, the intestines of Atb-treated mice had a markedly different microbial composition, especially in the proportion of *Bacteroidetes* and *Actinobacteria* groups (Figure 2C). Antibiotic treatment essentially eliminated *Bacteroidetes* and *Actinobacteria*, which were predominant in mice that did not receive antibiotics (Figure 2D). Notably, the genera of *Bacteroidetes* and *Actinobacteria* disappeared completely in Atb-treated mice, whereas the genera within other phyla (e.g., *Fimicutes* and *Tenericutes*) were partially preserved (Figure S1A in Supplementary Material). Individual antibiotic treatment also revealed that CD8αβ^+^ IELs were influenced by some bacteria sensitive to ampicillin (Figures S1B,C in Supplementary Material).

**Figure 2:**
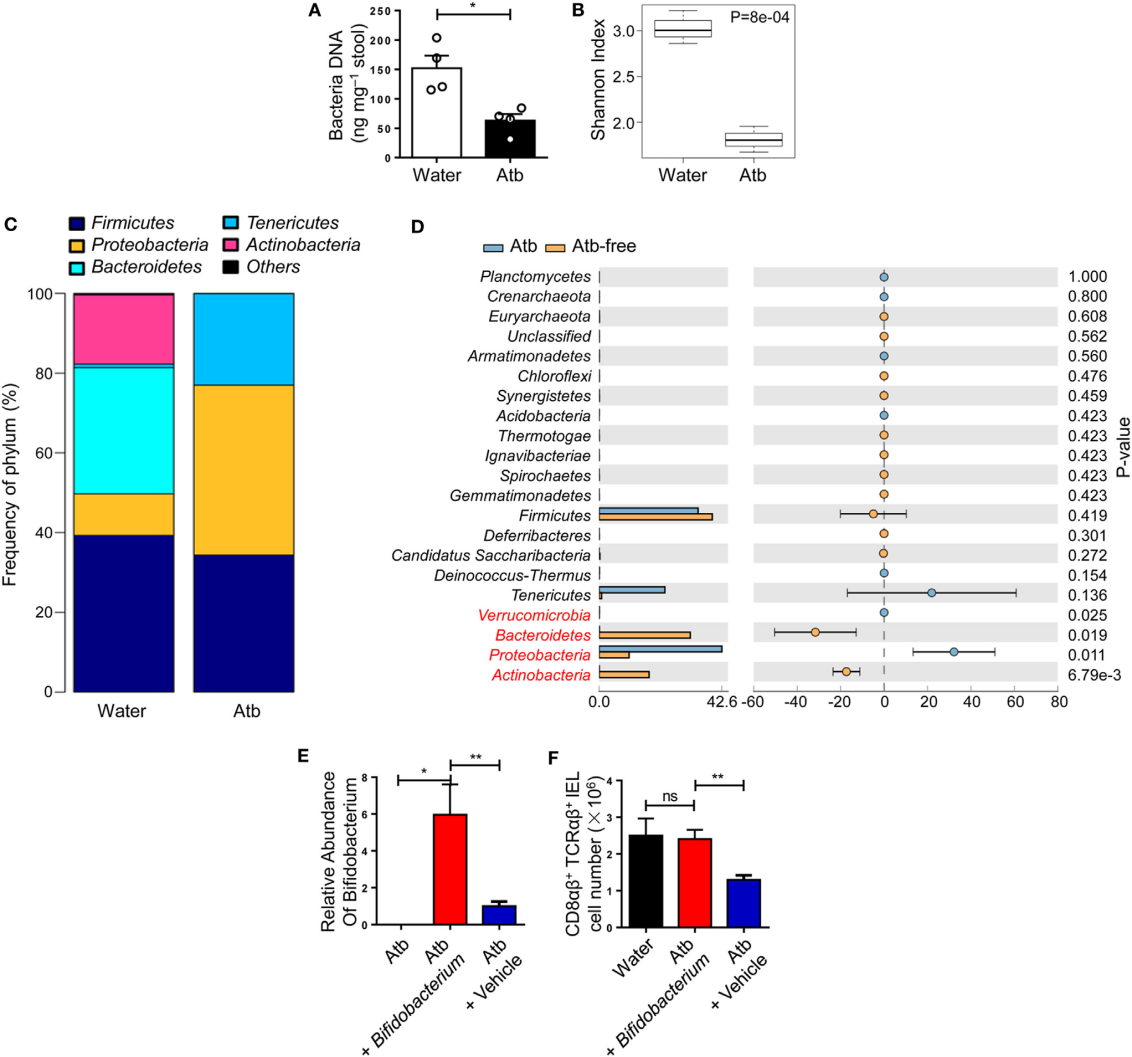
Global diversity of commensal bacteria affects the quantity of CD8αβ^+^ IELs. **(A–D)** Three-week-old mice were treated with normal water or water containing a combination of antibiotics (metronidazole, neomycin, ampicillin, and vancomycin) for 5 weeks. Analyses of 16S rDNA were done on bacterial DNA in the contents of the distal small intestine. **(A)** DNA load of bacteria in feces were detected (2 weeks post-treatment). **(B)** Plot of diversity using the Shannon Index. The Shannon Index of the two groups is shown to indicate the diversity of species. **(C)** Relative percentages of the dominant phylum in water-treated and Atb-treated mice were evaluated by the mean reads. **(D)** Distribution of intestinal bacterial groups in water-treated versus Atb-treated mice. The left portion indicates the proportion of the variety of bacteria phyla in water-treated and Atb-treated mice. The right portion indicates the difference in mean proportions between Atb-treated and water-treated groups, along with *P*-values and confidence intervals. **(E)** Quantitative PCR of bacterial DNA from fresh stool samples of mice pretreated with antibiotics for 2 weeks (left column); Atb-pretreated mice administered (i.g.) with *Bifidobacterium* (middle column) or vehicle (right column) (9 days post-transfer). Data show the relative abundance of *Bifidobacterium* in each group. **(F)** The absolute number of CD8αβ^+^ TCRαβ^+^ IELs was detected (15 days post-transfer). Data from mice treated with normal water from birth (left column), Atb-pretreated mice administered (i.g.) with *Bifidobacterium* (middle column), or vehicle (right column) (15 days post-transfer) are shown. Data are representative of two independent experiments. Unpaired *t*-test. Error bars represent the mean ± SEM. *P < 0.05, **P < 0.01. Abbreviations: ns, not significantly different; Atb, antibiotic; IEL, intraepithelial lymphocyte.

To elucidate whether the gut microbiota eliminated by antibiotics, such as *Bifidobacterium* in phylum *Bacteroidetes*, could induce CD8αβ^+^ IELs, we carried out microbiota transplantation. After initial antibiotic treatment, *Bifidobacterium* species were removed completely (Figure 2E). Then, *Bifidobacterium* species were transferred to these mice by gavage and, 9 days later, the appearance of *Bifidobacterium* species was confirmed by qPCR of fecal material (Figure 2F). Colonization by *Bifidobacterium* species induced a robust increase in the number of CD8αβ^+^ IELs after 15 days (Figure 2F). Therefore, we concluded that *Bifidobacterium* species were members of the commensal microbiota that induced accumulation of CD8αβ^+^ IELs in the small intestine.

### TLR Signaling Is Required for Commensal Bacteria-Dependent CD8αβ^+^ IELs

A close relationship between commensal bacteria and CD8αβ^+^ IELs was demonstrated, then the regulation of CD8αβ^+^ IELs was explored. TLRs are expressed by macrophages, dendritic cells (DCs), and IECs, and recognize various commensal- and pathogen-associated molecular patterns (37, 38). To evaluate the impact of TLR signaling on type A IELs, CD8αβ^+^ IELs in various TLR-deficient mice were assessed.

The absolute number of CD8αβ^+^ IELs in TLR2-deficient, TLR4-deficient, and TLR9-deficient mice, and in mice deficient in all three TLRs, exhibited a similar reduction to that in Atb-treated mice. Although TLR2^−/−^ TLR4^−/−^ TLR9^−/−^ mice showed the most significant reduction in the absolute number of CD8αβ^+^ IELs (Figures 3A,B), no difference was observed in the number of CD8αβ^+^ SPLs in these TLR-deficient mice (Figure 3C). Moreover, the number of PPs and the length of small intestines showed no abnormality in TLR-deficient mice (Figures 3D,E). These data suggested that commensal bacteria maintained CD8αβ^+^ IELs indirectly *via* TLRs.

**Figure 3:**
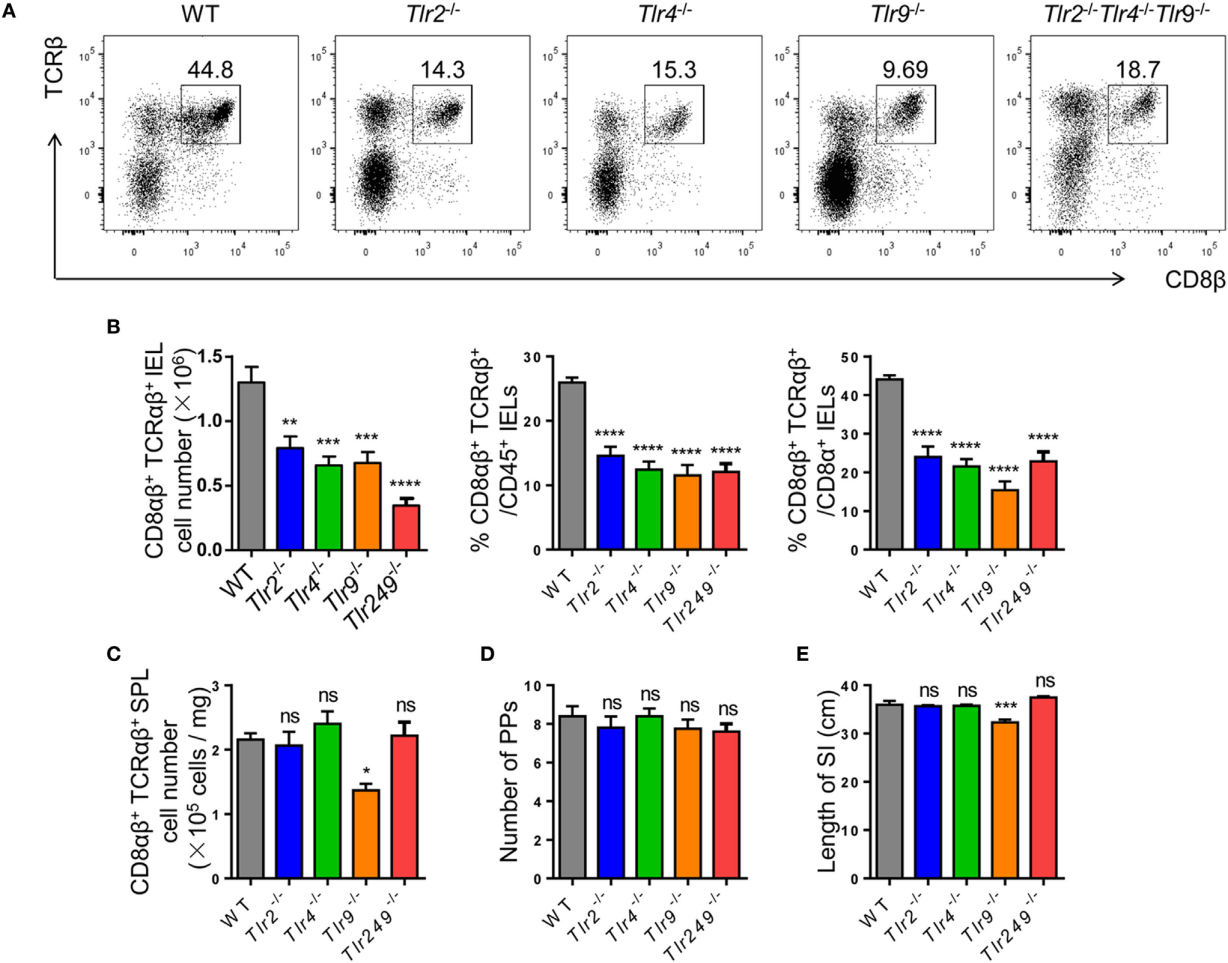
Commensal bacteria regulate the number of CD8αβ^+^ IELs *via* TLR (TLRs). **(A,B)** CD8αβ^+^ IELs from WT, TLR2^−/−^, TLR4^−/−^, TLR9^−/−^, and TLR2^−/−^TLR4^−/−^TLR9^−/−^ mice were gated by the strategy shown in Figure 1A **(A)**. Absolute number and percentage of CD8αβ^+^ IELs from indicated mice were calculated **(B)**. **(C–E)** The absolute number of CD8αβ^+^ splenocytes **(C)**, number of PP’s scattered along the small intestine **(D)**, and length of the entire small intestine **(E)** in indicated mice were counted and compared, *n* = 4–5 mice per group. All mice used were on a C57BL/6 background. Data are representative of three independent experiments. One-way ANOVA followed by Dunnett’s test. Error bars represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Abbreviations: ns, not significantly different; IEL, intraepithelial lymphocyte; SPL, splenocyte; PPs, Peyer’s patches.

### Commensal Bacteria-Dependent CD8αβ^+^ IELs Exhibit Potent Microbicidal Activity

Our data demonstrated an essential role for commensal bacteria in the maintenance of CD8αβ^+^ IELs in the epithelium of the small intestine. Hence, questions arose: why do the number of cytotoxic CD8αβ^+^ IELs correlate with commensal bacteria and, during homeostasis do cytotoxic CD8αβ^+^ IELs have other functions with regards to the commensal bacteria within the small intestine? To gain insight into these questions, CD8αβ^+^ IELs (purity >97%) were compared with CD8αβ^+^ SPLs by microarray analysis (Figure S2C in Supplementary Material). 

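RNA from CD8αβ+ IELs, sorted from the epithelium of the small intestine, was compared with RNA from CD8αβ+ SPLs, sorted from the spleen, with 2 samples per group. According to the paper, each sample came from 10 wild-type mice, with a purity above 98% in the methods and above 97% in the results. The mice were 8 to 10 weeks old in the methods and 8 to 12 weeks old in the sample labels. Each sample was hybridized to its own 1-color Agilent whole mouse genome array, whereas the paper's methods name PrimeView chips. The 4 arrays lay on 2 slides, with IEL replicate 1 and SPL replicate 2 on slide 1 and with IEL replicate 2 and SPL replicate 1 on slide 2. The scanner software subtracted the background within each array and gave 1 processed intensity per spot, with no normalization between arrays. The authors also deposited log2 values of the same arrays, which were equalized between arrays by quantiles. Here, the log2 of the processed intensity was used after subtraction of each array's 75th percentile over the 43379 spots that are not controls. Spots with an outlier mark of the scanner software were left out, and repeat spots were averaged into 41174 probes. A total of 27938 probes were well above background on every array of at least 1 group and were tested with limma. The share of probes well above background was 63.6% and 67.6% for IEL replicates 1 and 2, and 68.3% and 69.6% for SPL replicates 1 and 2. The number of arrays limits the precision, since the smallest p that an exact permutation test of 2 samples against 2 allows is 0.33 (two-sided). Levels were compared between arrays across 27912 probes, which are not independent replicates. Pearson's r was 0.946 between the replicates of CD8αβ+ IELs and 0.986 between those of CD8αβ+ SPLs. It was 0.992 between the pair on slide 2 and 0.911 between the pair on slide 1, which each hold 1 sample of either group. IEL replicate 2 was therefore closer to SPL replicate 1 than to IEL replicate 1. On slide 1, 3267 probes were at least 2-fold higher and 3838 at least 2-fold lower in CD8αβ+ IELs, against 688 and 204 on slide 2. A group of 501 probes was at least 2-fold higher on both slides, and 87 were at least 2-fold lower on both.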

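*Defa1*, which encodes an α-defensin (probe A_52_P578763, with no position in the array's annotation), had a normalized log2 level of 4.62 ± 4.11 (SD, n = 2) in CD8αβ+ IELs and of -2.38 ± 3.71 (SD, n = 2) in CD8αβ+ SPLs. Its log2 fold change was 7.00 (standard error 2.66), or 128-fold, with an adjusted p of 0.635 from limma. Its level was 7.53 and 1.71 in IEL replicates 1 and 2, and 0.24 and -5.00 in SPL replicates 1 and 2. Slide 1 thus holds both the highest and the lowest of these levels. The log2 difference was 12.53 on slide 1 and 1.47 on slide 2, but was similar between pairs of arrays with the same replicate number. With each sample left out in turn, it stayed between 4.09 and 9.91, and without IEL replicate 2 the adjusted p from limma was 0.0404 (0.136 to 1 under the other settings). The alternative that moved the fold most among the scalings and background corrections was the normexp background correction, with 22.1-fold. *Reg3g*, which encodes the lectin RegIIIγ (chromosome 6 of mm9, probe from 78416420 to 78416479), had a level of -0.35 ± 2.47 (SD, n = 2) in CD8αβ+ IELs and of -4.19 ± 0.83 (SD, n = 2) in CD8αβ+ SPLs. Its log2 fold change was 3.84 (standard error 1.27, 14.3-fold, adjusted p 0.635 from limma), with 6.18 on slide 1 and 1.51 on slide 2. *Lypd8*, which encodes a membrane-anchored antibacterial protein (chromosome 11 of mm9, probe from 58203969 to 58204028), had a level of -0.29 ± 2.06 (SD, n = 2) in CD8αβ+ IELs and of -4.12 ± 1.36 (SD, n = 2) in CD8αβ+ SPLs. The log2 fold change of *Lypd8* was 3.82 (standard error 1.204, 14.2-fold, adjusted p 0.635 from limma), and it was 4.27 on a second probe that was not well above background in CD8αβ+ SPLs. *Reg3g* and *Lypd8* passed the threshold without IEL replicate 2, with adjusted p of 0.00804 and 0.0197 from limma (0.243 to 1 and 0.206 to 1 under the other settings). Each of the 3 genes was higher on both arrays of CD8αβ+ IELs than on both arrays of CD8αβ+ SPLs, and none of the 3 differences passed the correction with all samples.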

Without stimulation *in vitro*, CD8αβ^+^ IELs exhibited a 20-fold increase in the expression of a series of genes that mediate antibacterial processes (e.g., *Defa1, RegIII*γ, and *lypd8*). 

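*Ifng*, which encodes IFN-γ (chromosome 10 of mm9, probe from 117882841 to 117882900), had a normalized log2 level of 5.57 ± 0.84 (SD, n = 2) in CD8αβ+ IELs and of 3.74 ± 0.72 (SD, n = 2) in CD8αβ+ SPLs. The difference, a log2 fold change of 1.84 (standard error 0.574, 3.57-fold), did not pass the correction (adjusted p 0.635 from limma), and both CD8αβ+ IELs were above both CD8αβ+ SPLs. It was 2.94 on slide 1 and 0.736 on slide 2. A second probe of *Ifng* had a log2 fold change of 1.87. Leaving out IEL replicate 2 gave 2.43, with an adjusted p of 0.0323 from limma (0.139 to 1 under the other settings). The other CTL genes drawn in Figure S2A were higher on both arrays of CD8αβ+ IELs as well. The log2 fold change was 4.86 for *Gzmb*, 4.23 for *Gzma*, 3.65 for *Gzmk* and 2.60 for *Gzmc*, of which *Gzmc* fell by 0.466 under the normexp background correction but rose by 1.25 under its second fit. On slide 1 these were 8.45, 7.13, 6.09 and 3.92, and on slide 2 they were 1.28, 1.33, 1.22 and 1.28. With each sample left out in turn, they ran from 2.16 (without SPL replicate 2) to 7.57 (without SPL replicate 1) for *Gzmb*, from 2.06 to 6.40 for *Gzma* and from 1.91 to 5.40 for *Gzmk* with the same samples left out, and from 1.83 (without IEL replicate 1) to 3.37 (without IEL replicate 2) for *Gzmc*. Without IEL replicate 2 the adjusted p from limma was 0.14, 0.122, 0.104 and 0.0187 (0.0573 to 1, 0.051 to 1, 0.0907 to 1 and 0.206 to 1 under the other settings), so of these 4 genes *Gzmc* alone passed. *Gzmd* was not well above background on any array and was not tested.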

At the transcriptional level, levels of the canonical effector molecule of CTLs, interferon (IFN)-γ, increased threefold in CD8αβ^+^ IELs relative to CD8αβ^+^ SPLs (Figure S2A in Supplementary Material). Expression of genes expressed specifically in Paneth cells and epithelial cells (e.g., *Sox 9, Ctnnb1, Ephb3, Epcam, Lyz 2, Lyz1*, and *Cd24a*) was not upregulated in CD8αβ^+^ IELs, demonstrating that IEL contamination by Paneth cells and epithelial cells was unlikely (Figure S2B in Supplementary Material). 

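The 7 genes had a median log2 fold change of 0.071 between CD8αβ+ IELs and CD8αβ+ SPLs, and 4 of them were higher in CD8αβ+ IELs. Adjusted p values are from limma, and none passed the threshold with all 4 arrays. *Epcam* had a log2 fold change of 1.60 (standard error 0.739, adjusted p 0.635), with 2.79 on slide 1 and 0.416 on slide 2, and both CD8αβ+ IELs were above both CD8αβ+ SPLs. *Lyz1* had a log2 fold change of 0.99 (standard error 0.934, adjusted p 0.69), with 2.31 on slide 1 and -0.333 on slide 2, on a probe that the annotation assigns to *Lyz1* and *Lyz2*. *Ephb3* had a log2 fold change of 0.302 (standard error 0.226, adjusted p 0.646). *Lyz2* had 0.071 (standard error 0.342, adjusted p 0.94), *Ctnnb1* had -0.069 (standard error 0.36, adjusted p 0.945) and *Sox9* had -0.196 (standard error 0.46, adjusted p 0.87). *Sox9* was well above background on 1 array of CD8αβ+ IELs. *Cd24a* fell by 1.14 on the log2 scale (standard error 0.655, adjusted p 0.635). Without IEL replicate 2, *Epcam* rose by 2.63 and *Lyz1* by 2.33, each with an adjusted p of 0.00924 from limma (0.454 to 1 and 0.502 to 1 under the other settings), and *Cd24a* fell by 2.04 with an adjusted p of 0.0132 (0.454 to 1 under the other settings). The median of the 7 genes changed sign under some settings, with -0.475 under the normexp background correction and -0.238 without IEL replicate 1. Under normexp the median of all probes was -0.361. A second normexp fit, without spots below their local background, gave 0.394 for the 7 genes and 1.05 for *Epcam*, where the median of all probes was 0.157. From the lack of upregulation of these genes, the paper concludes that contamination of the IELs by Paneth cells and epithelial cells was unlikely.

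**Figure D1:**
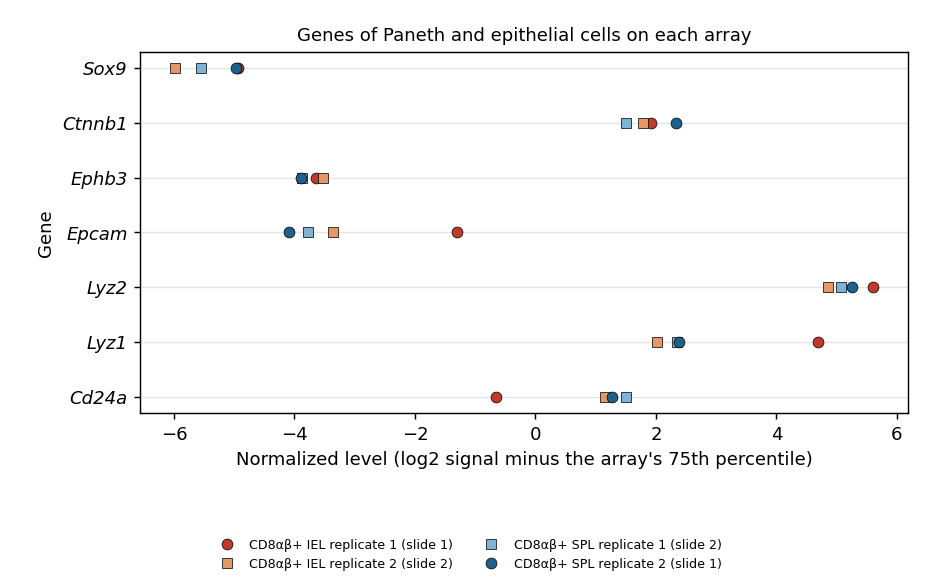
Normalized level of each of the 7 genes on each of the 4 arrays, in log2 signal minus the array's 75th percentile. *Epcam* and *Lyz1* are highest on the array of IEL replicate 1, at -1.30 and 4.70.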

Among the genes whose expression was increased in CD8αβ^+^ IELs were those for a family of α-defensins. This included *mmp7*, a member of a class of genes encoding matrix metalloproteinases known to process inactivated mouse α-defensins to mature-active peptides (Figure 4A) (39). 

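The 9 α-defensin genes that the paper names had a median log2 fold change of 6.91 between CD8αβ+ IELs and CD8αβ+ SPLs, from 2.65 for *Defa3* to 7.42 for *Defa6*, and all 9 were well above background on both arrays of CD8αβ+ IELs. Each was higher on both arrays of CD8αβ+ IELs than on both arrays of CD8αβ+ SPLs. None passed the correction with all samples, with an adjusted p of 0.635 from limma for each. The fold change was at least 125-fold for *Defa21* and at least 93.3-fold for *Defa22*, since 1 array of CD8αβ+ SPLs was not well above background for these genes. A second *Defa3* probe had a log2 fold change of 6.78. The median difference was 12.33 on slide 1, with a range of 4.71 to 13.37, and 1.42 on slide 2, with a range of 0.603 to 1.51. IEL replicate 1 was above IEL replicate 2 by a median of 5.74. Without IEL replicate 2, 8 of the 9 passed the threshold, with adjusted p of 0.00365 to 0.0539 over the 9 genes from limma. By the RefSeq accessions in their annotation, 7 of the 9 probes match 2 to 4 current α-defensin genes each and those of *Defa1* and *Defa-rs7* match none, so the values are not shown to be those of single genes. The array names the probes of *Defa4* and *Defa6*, but the current genes that they match have other names. Together with *Mmp7*, *Itln1*, *Reg3g*, *Reg3b* and *Lypd8*, the 14 antimicrobial genes named by the paper had a median log2 fold change of 6.496, with an adjusted p of 0.409 from fry over 28 lists. With all samples and without a block or normexp, none of the 14 passed the threshold in limma when adjusted over the list alone or over all genes tested. Adjusted over the list alone, 14 passed with the replicate number as a block, 8 under the normexp background correction, 12 under its second fit, 14 without IEL replicate 2 and 1 without IEL replicate 1. The list was chosen in the study on these samples. Under camera with its preset correlation the list had an adjusted p of 4.23e-08, which did not hold under fry or under an estimated correlation.

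**Figure D2:**
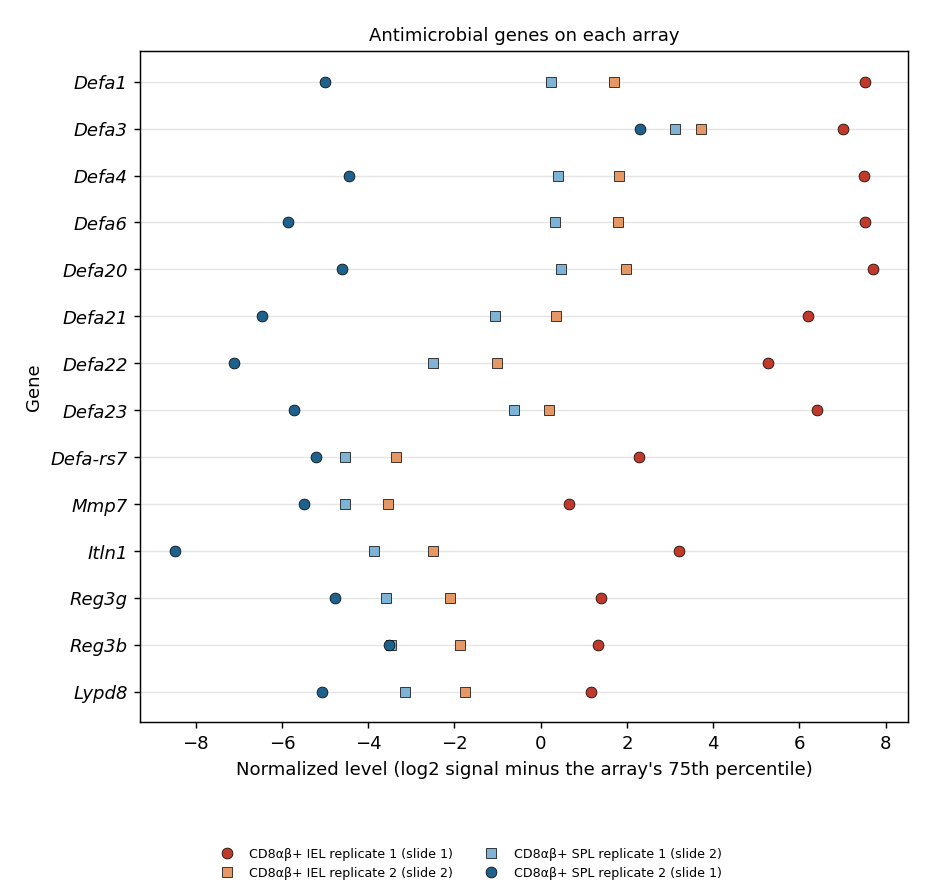
Normalized level of each of the 14 antimicrobial genes on each of the 4 arrays, in log2 signal minus the array's 75th percentile. IEL replicate 1 is highest for each gene, and IEL replicate 2 is above both arrays of CD8αβ+ SPLs, with a median difference of 1.42 from SPL replicate 1.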

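*Mmp7* (chromosome 9 of mm9, probe from 7697641 to 7697700) had a normalized log2 level of -1.45 ± 2.98 (SD, n = 2) in CD8αβ+ IELs and of -5.01 ± 0.671 (SD, n = 2) in CD8αβ+ SPLs. Its log2 fold change was 3.56 (standard error 1.48, 11.8-fold, adjusted p 0.635 from limma), and both CD8αβ+ IELs were above both CD8αβ+ SPLs. It was 6.15 on slide 1 and 0.983 on slide 2. The direction was kept with each sample left out in turn, at 1.46 to 5.67, and reversed to -0.086 under the normexp background correction, where the median of all probes was -0.361, but not under its second fit without spots below their local background, with 1.96. Without IEL replicate 2, the adjusted p from limma was 0.00605 (0.425 to 1 under the other settings).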

Gene ontology (GO) analyses revealed that CD8αβ^+^ IELs showed increased expression of the genes that mediate the defense response to Gram-negative bacteria (Figure 4B). 

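Over the 27938 probes tested, 0 were higher and 0 were lower in CD8αβ+ IELs at an adjusted p below the threshold of 0.05 in limma, where the smallest adjusted p was 0.635. At an unadjusted p under the same threshold, limma gave 1295 higher and 308 lower probes. The unpaired test that the methods name gave 464 higher and 353 lower probes without adjustment, and 0 and 0 after Benjamini-Hochberg adjustment. Leaving out IEL replicate 2 gave 2633 higher and 3009 lower probes at the adjusted threshold, of which 123 and 181 were at least 20-fold higher or lower. The spread of the 2 remaining groups is then that of CD8αβ+ SPLs, since the lone IEL sample is assumed to vary like them. The membership of GO terms was not used here, so no share of genes in a term is given. A list of other antimicrobial genes, 1 of which the paper names, was written as well. Its 17 measured members had a median log2 fold change of 0.102, with 9 of them higher, from -4.98 for *S100a8* to 3.97 for *Zg16*, and with an adjusted p of 0.409 from fry. The list contains 8 genes of other lists, and its mean was -0.698, of the opposite sign to its median.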

RT-PCR of purified CD8αβ^+^ IELs and CD8αβ^+^ SPLs demonstrated expression of genes of the α-defensin family, including *mmp7*, in CD8αβ^+^ IELs (Figure 4C).

**Figure 4:**
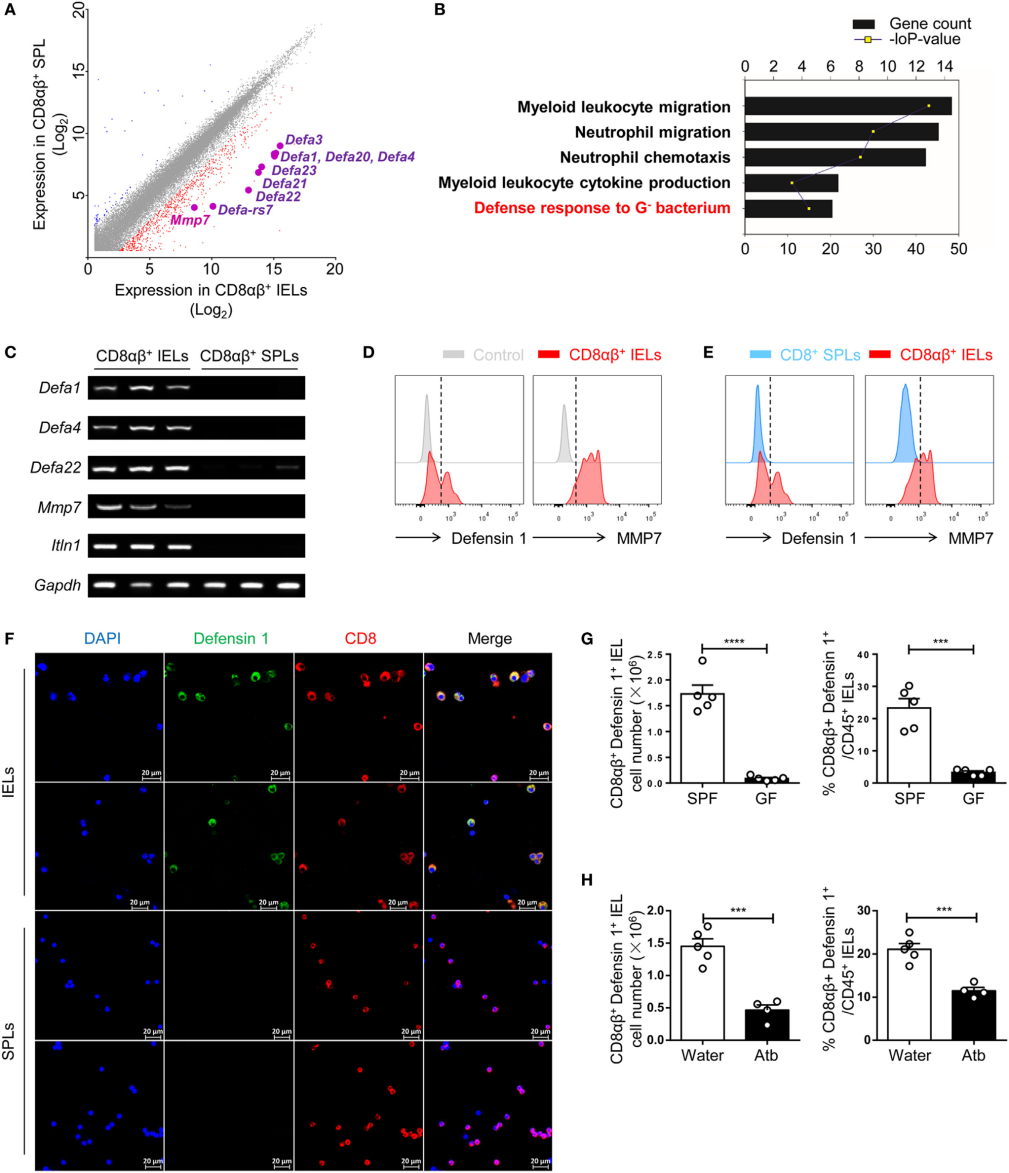
Expression of a series of genes that mediate the microbicidal response is upregulated in CD8αβ^+^ IELs. **(A)** CD45^+^ CD3^+^ CD8α^+^ CD8β^+^ TCRβ^+^ single cells were sorted from IELs and SPLs and subjected to microarray analysis. The difference in gene expression by microarray analysis is shown in a scatterplot and compares CD8αβ^+^ IELs and CD8αβ^+^ SPLs. Expression of several genes encoding α-defensins was upregulated in CD8αβ^+^ IELs and are highlighted. Two samples were analyzed per group with each sample sorted from 10 wild-type mice. **(B)** Gene ontology (GO) analysis of the genes upregulated in CD8αβ^+^ IELs. Five representative pathways were selected from the top 30 from GO enrichment. **(C)** The mRNA expression of *Defa1, Defa4, Defa22, Mmp7*, and *Itln1* in CD8αβ^+^ IELs and CD8αβ^+^ SPLs was measured by RT-PCR. Three samples were analyzed per group with each sample sorted from 10 wild-type mice. **(D,E)** Expression of defensin 1 and MMP7 in CD8αβ^+^ IELs (red histogram), control staining (gray histogram), and CD8αβ^+^ SPLs (blue histogram) detected by flow cytometry in gated CD45^+^CD3^+^CD8α^+^ CD8β^+^TCRβ^+^ single cells. The control in **(D)** (gray histogram) denoted that no primary antibody but only fluorescent secondary antibody had been added. Data are representative of three independent experiments. **(F)** IELs and purified CD8αβ^+^ SPLs were collected and the presence of defensin 1 (green) in CD8^+^ (red) IELs and SPLs detected by immunofluorescence. Data are representative of two independent experiments. **(G,H)** The absolute number and proportion of defensin 1^+^CD8αβ^+^ IELs were calculated and compared between GF and SPF mice **(G)** or water-treated mice and Atb-treated mice **(H)**, *n* = 4–5 mice per group. GF and SPF mice on a BALB/c background were used in **(G)**, but all the other mice used in this figure were on a C57BL/6 background. Data are representative of two independent experiments. Unpaired *t*-test. Error bars represent the mean ± SEM. ***P < 0.001, ****P < 0.0001. Abbreviations: IEL, intraepithelial lymphocyte; SPL, splenocyte; SPF, specific pathogen-free; GF, germ-free; Atb, antibiotic.

The presence of α-defensins in CD8αβ^+^ IELs was assessed by flow cytometry and immunofluorescence. Correspondingly, defensin 1 and mmp7 were detected in CD8αβ^+^ IELs but not in CD8αβ^+^ SPLs (Figures 4D,E). It is difficult to distinguish α-defensins in CD8αβ^+^ IELs from α-defensins in Paneth cells *in situ*, so purified CD8αβ^+^ IELs were assessed by immunofluorescence, and defensin 1-positive granules were detected (Figure 4F). CD8αβ^+^ IELs have a “resident effector memory” phenotype in that IFN-γ, granzyme B, tumor necrosis factor-α, CD44, CD69, CD103, and CD5 are detected readily (Figure S3 in Supplementary Material), as described previously (2, 5, 40). In GF- and Atb-treated mice, there was a decrease in the number of defensin 1^+^ CD8αβ^+^ IELs in comparison with untreated SPF mice, indicating that these defensin 1^+^ CD8αβ^+^ IELs were dependent upon commensal bacteria (Figures 4G,H). In summary, CD8αβ^+^ IELs contained AMPs and antimicrobial peptide-carrying CD8αβ^+^ IELs showed a positive relationship with commensal bacteria.

### Commensal Bacteria-Dependent CD8αβ^+^ IELs Can Inhibit the Growth of Bacteria Directly

We had shown expression of α-defensins in CD8αβ^+^ IELs. Defensins are broad-spectrum AMPs that act against various bacteria (23). Hence, next we assessed the antimicrobial activity of CD8αβ^+^ IELs *ex vivo*. As mentioned above, Paneth cells are thought to be the only source of α-defensins in the mouse intestine. Also, the antimicrobial activity of Paneth cells by secretion of microbicidal α-defensins (also called cryptdins) was assessed by the co-culture of isolated crypt secretions on bacteria (41). Based on that study, we conducted a co-culture experiment with CD8αβ^+^ IELs and *E. coli*.

Sorted CD8αβ^+^ IELs and CD8αβ^+^ SPLs were cultured for 24 h, and activated with PMA and ionomycin for the final 6 h, after which supernatants were collected, and antimicrobial activity determined. As described in Section “Materials and Methods,” petri plates containing LB-Agar medium were coated with *E. coli* and then Oxford cups were placed on the plates and filled with supernatants. The petri plates were transferred into an incubator at 37°C, and bacterial colonies and inhibition rings were observed 18 h later. No inhibition rings were observed around Oxford cups filled with supernatants from purified CD8αβ^+^ SPLs, but inhibition rings were observed around Oxford cups filled with supernatants from purified CD8αβ^+^ IELs (Figure S2D in Supplementary Material; Figure 5A,B). These data showed that secretion from stimulated CD8αβ^+^ IELs could inhibit the growth of bacteria, likely due to AMPs such as defensins.

**Figure 5:**
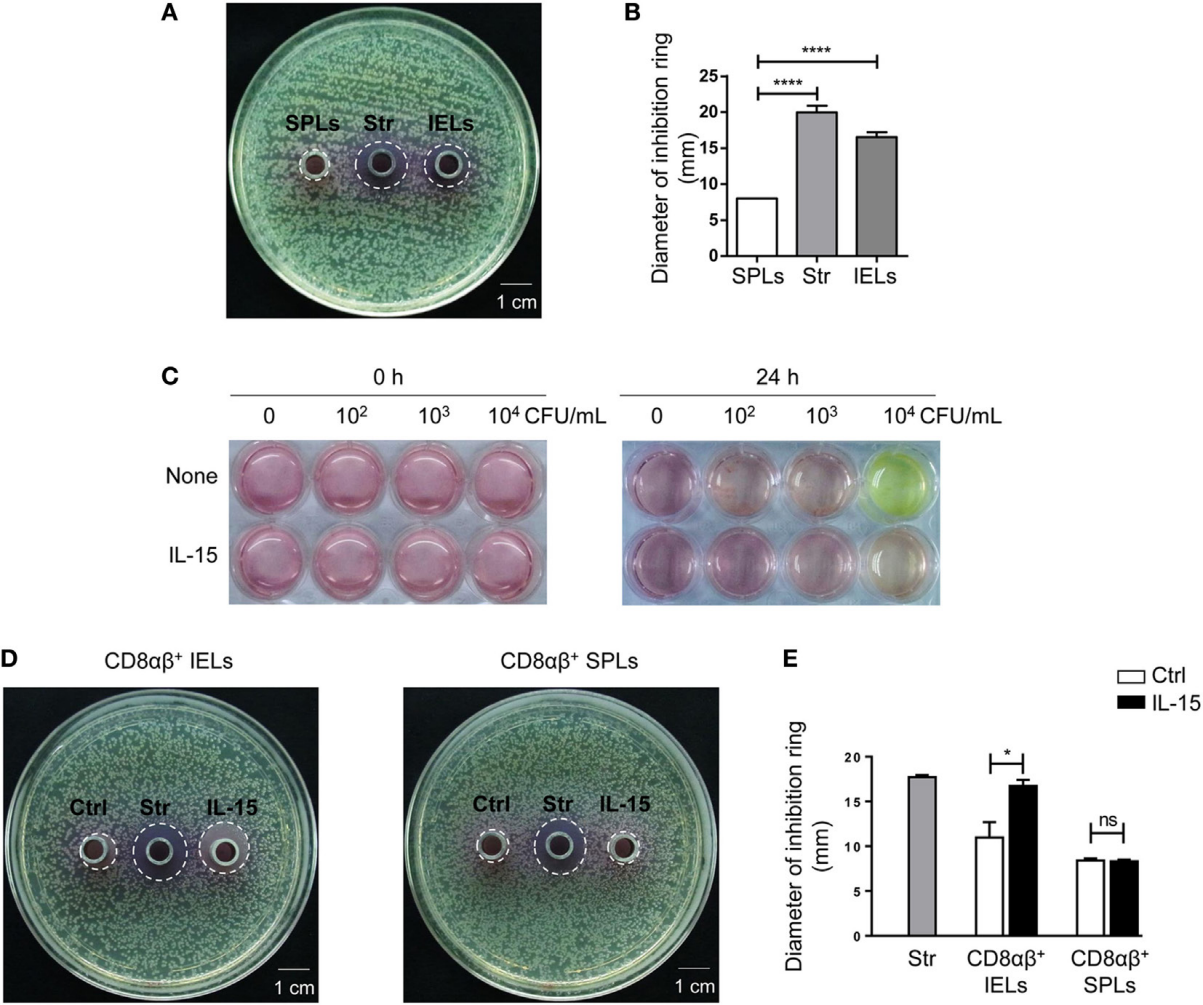
The supernatant from CD8αβ^+^ IELs can inhibit the formation of bacterial colonies directly. **(A,B)** CD8αβ^+^ IELs and CD8αβ^+^ SPLs were sorted and cultured for 24 h, with activation by PMA and ionomycin during the final 6 h. After 24 h, the supernatants were collected for an antimicrobial-activity assay. Iscove’s modified Dulbecco’s medium (IMDM) with streptomycin (0.1 mg/mL) was added to the middle Oxford cup as a positive control (labeled as “Str,” middle). Supernatants from CD8αβ^+^ SPLs (labeled as “SPLs,” left) and CD8αβ^+^ IELs (labeled as “IELs,” right) were added into Oxford cups, respectively, on the left and right side of the agar plate **(A)**. Inhibition rings were observed after 18 h. The diameter of the inhibition rings was measured and is shown in **(B)**. One-way ANOVA followed by Dunnett’s test. Each cell sample was sorted from 5 wild-type mice. Data are representative of three independent experiments; error bars represent the mean ± SEM. ****P < 0.0001. **(C)** IELs (1 × 10^6^ cells) and increasing concentrations of *Escherichia coli* (CFU/mL), indicated in the Figure, were co-cultured with or without IL-15. The color of the medium indicated the acidity produced by bacterial proliferation. Data are representative of three independent experiments. **(D,E)** CD8αβ^+^ IELs were sorted and cultured with or without the IL-15/IL-15R complex for 24 h, after which the supernatants were collected for an antimicrobial-activity assay. IMDM with streptomycin (0.1 mg/mL) was added to the middle Oxford cup as a positive control (labeled as “Str,” middle). Oxford cups containing supernatants from CD8αβ^+^ IELs activated without (labeled as “Ctrl,” left) or with (labeled as “IL-15,” right) the IL-15/IL-15R complex were located, respectively, on the left and right side of the agar plate **(D)**. Inhibition rings were observed after 18 h. The diameter of the inhibition rings was measured and is shown in **(E)**. Unpaired *t*-test. Each cell sample was sorted from 5 wild-type mice. Data are representative of two independent experiments. Error bars represent the mean ± SEM. *P < 0.05. Abbreviations: ns, not significantly different; IEL, intraepithelial lymphocyte; SPL, splenocyte; Str, streptomycin.

Interleukin-15 has been reported to influence the activation and proliferation of small-intestinal TCRγδ^+^ IELs as well as peripheral CD8^+^ T cells (42–46). Hence, the effect of IL-15 on the secretion of AMPs by CD8αβ^+^ IELs was assessed. *E. coli* was cultured with IELs and bacterial growth was judged by the color of the culture medium. Culture medium with IELs and 10^4^ CFU of *E. coli* turned yellow after 24 h, whereas the culture medium with IELs and 10^4^ CFU of *E. coli* with added IL-15 did not turn yellow (Figure 5C). According to the antimicrobial assay described above, supernatants from purified CD8αβ^+^ IELs stimulated with IL-15 also produced inhibition rings (Figures 5D,E). These data suggested that IL-15 promoted the antimicrobial activity of CD8αβ^+^ IELs.

## Discussion

The intestinal epithelium serves as a primary barrier between the host and a large number of bacteria in the lumen of the small intestine. A large proportion of IELs at this site are CD8αβ^+^. However, as CD8αβ^+^ IELs are closely correlated with commensal bacteria, their function besides cytotoxicity is unclear. Nor is their role in homeostasis established. Herein, commensal bacteria were demonstrated to regulate the number of CD8αβ^+^ IELs along the intestinal epithelium. Also, the importance of TLRs in this process was shown. Microarray analysis identified a series of genes that encode antibacterial peptides in commensal-dependent CD8αβ^+^ IELs. The supernatants of these IELs were found to have direct antibacterial activity. These results suggest that commensal-dependent CD8αβ^+^ IELs can inhibit the growth of bacteria effectively.

MyD88 signaling has been reported to induce IL-15 production from IECs and, in addition, to induce the accumulation of TCRγδ^+^CD8αα^+^ and TCRαβ^+^CD8αα^+^ IELs (42). CD8αβ^+^ IELs are located in the same microenvironment, so they may also be regulated by IL-15 induced *via* TLR-Myd88 signaling. CD8αβ^+^ IELs do not express TLRs, so it is possible that a cytokine (e.g., IL-15) may mediate the effect of commensal bacteria on CD8αβ^+^ IELs, because lower expression of IL-15 in GF mice in comparison with SPF mice was observed (data not shown). IECs, intestinal macrophages, and DCs express IL-15, and macrophages from gut microbiota-depleted mice show lower expression of IL-15 (47). We demonstrated that the IL-15/IL-15R complex can enhance the antimicrobial activity of CD8αβ^+^ IELs *in vitro* (Figures 5D,E). These data suggested that IL-15 expression was influenced by commensal bacteria, and raised the possibility that IL-15 may mediate the effect between commensal bacteria and CD8αβ^+^ IELs.

Analyses of the 16S rDNA of Atb-free mice and Atb-treated mice in this study suggested that CD8αβ^+^ IELs may be influenced by specific groups of bacteria. It was reported recently that *Lactobacillus reuteri*, a probiotic bacterium whose numbers were decreased dramatically by the antibiotics in their study, induced CD4^+^CD8αα^+^ T cells in the intestinal epithelium (48). That recent report raised the possibility that particular bacterial species may induce specific subsets of IELs because they are located in a similar microenvironment. Our microbiota-transplantation experiment showed that *Bifidobacterium* species, removed by antibiotics in our study, could induce an increase in the number of CD8αβ^+^ IELs effectively. How these bacteria influence CD8αβ^+^ IELs or other IEL subsets at the mechanistic level is not known.

Comparative microarray analysis of CD8αβ^+^ IELs and CD8αβ^+^ SPLs cells showed that expression of a series of genes encoding AMPs (especially α-defensins) was upregulated in CD8αβ^+^ IELs but not SPLs. 

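In the microarray data of CD8αβ+ SPLs, 7 of the 9 α-defensin genes named by the paper were well above background on both arrays. All 9 were well above background in SPL replicate 1 and 7 in SPL replicate 2. The negative control spots of SPL replicate 2 had a mean of 17.2 units after background subtraction, against -1.85 units in SPL replicate 1. In SPL replicate 2, *Defa6* (10.1), *Defa23* (11.1) and *Defa-rs7* (15.9) were below that mean. *Defa1* (18.4), *Defa20* (23.9), *Defa4* (27) and *Defa3* (2910) were above it. The probe used for *Defa3* matches 4 α-defensin genes. In SPL replicate 2 its normalized log2 level was 2.31, against -3.92 on a second *Defa3* probe. A mean does not show whether few or many control spots were bright. The calls of the genes below it or close above it, such as *Defa1*, are therefore uncertain. The normalized log2 levels of the 9 genes ran from -4.54 to 3.11 in SPL replicate 1 and from -7.12 to 2.31 in SPL replicate 2. SPL replicate 1 was above SPL replicate 2 by a median log2 difference of 5.09, with a range of 0.661 to 6.19. For *Defa1*, the processed intensity was 547 in SPL replicate 1 and 18.4 in SPL replicate 2, against 56000 in IEL replicate 1 and 1370 in IEL replicate 2. A mixture of IEL and SPL RNA on the arrays of slide 2, which hold IEL replicate 2 and SPL replicate 1, stays open. The α-defensin signal of SPL replicate 1 therefore does not show expression by CD8αβ+ SPLs.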

Studies have suggested that Paneth cells are the only source of α-defensins in mice (21–23). CD8αβ^+^ T cells in long-term HIV-1 non-progressors were demonstrated to secrete α-defensin 1, 2, and 3 and suppress HIV-1 replication. In that study, CD8αβ^+^ T cells did not express mRNA for the defensins but rather acquired α-defensin protein by taking up defensins secreted originally by neutrophils (49–51). It has also been reported that, in some cases, CD8^+^ T cells among peripheral-blood lymphocytes from patients with severe cutaneous reactions can upregulate expression of α-defensin 1–3, and that this correlates with disease severity (52). These findings suggest that the function of CD8^+^ T cells can be expanded under specific physiologic conditions. In our study, a series of α-defensins were found specifically in CD8αβ^+^ IELs at gene and protein levels in homeostasis. Furthermore, supernatants from purified CD8αβ^+^ IELs inhibited the growth of bacteria. Taken together, these data demonstrate murine CD8αβ^+^ IELs to be producers of α-defensins in the intestine.

α-defensins are broad-spectrum microbicides that are major determinants of intestinal micro-ecology (53). For many years, Paneth cells were thought to be the only source of α-defensins and, as such, were considered important in host–microorganism homeostasis. Paneth cells are located at the base of crypts between villi. As a result, secreted bactericidal peptides are released into the lumen from the base of the crypts, with maximal antimicrobial activity at the bottom of the crypt, but a decreased concentration and activity in the middle and at the top of the villi. In this study, CD8αβ^+^ IELs distributed along the epithelial layer of the small intestine were demonstrated to secrete α-defensins, which may be important as supplements to the α-defensins produced by Paneth cells. Together, CD8αβ^+^ IELs and Paneth cells may combine effectively to prevent bacterial invasion. This hypothesis is consistent with the concept that CD8αβ^+^ IELs and the microbiota regulate each other reciprocally.

Interestingly, investigation of another subset of IELs in the intestinal epithelium, TCRγδ^+^ IELs, revealed that the latter could secrete RegIIIγ and RegIIIβ, which are antimicrobial factors of the small intestine known to protect against invading resident bacteria (54). Taken together with the data herein, those findings suggest that the intestinal epithelium is a specialized microenvironment that serves as a physical and immune barrier to bacteria at the mucosal interface. Lymphocytes at this surface may help control pathogenic and resident bacteria to maintain host–microbial homeostasis. It is possible that the production of AMPs could also be found in T cells located in other mucosal tissues.

There may be some key factors in this microenvironment that induce the production of defensins and other AMPs by IELs. The data herein suggest that IL-15 may be a candidate, and this issue needs more investigation. In conclusion, this study demonstrated a close relationship between commensal bacteria and CD8αβ^+^ IELs. It uncovered a new function for CD8αβ^+^ IELs in the intestinal epithelium, and implies that lymphocytes in certain special microenvironments may gain new functions. Exploration of these cells in differing microenvironments may provide new insights into treatment for bacterial-based diseases and disorders.

## Ethics Statement

All of the animal protocols were approved by Local Ethics Committee for Animal Care and Use at University of Science and Technology of China (USTCACUC1601007). The sample size was determined by the “resource equation” method.

## Author Contributions

BC designed, carried out and analyzed the experiments, and wrote the manuscript. XN analyzed part of the data. RS established methods for flow cytometry, supervised the experiments, and revised the manuscript. BZ and HongW provided GF mice. ZT and HaimingW provided the study strategy, supervised research, and revised the manuscript.

## Conflict of Interest Statement

The authors declare that the present study was conducted in the absence of commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Commensal Bacteria-Dependent CD8αβ+ T Cells in the Intestinal Epithelium Produce Antimicrobial Peptides
**Source:** Front Immunol. 2018 May 16;9:1065. doi: 10.3389/fimmu.2018.01065
**Supplement:** Supplementary file 1

## *Supplementary Material*

# **Commensal bacteria-dependent CD8 $\alpha\beta$ <sup>+</sup> T cells in the intestinal epithelium produce antimicrobial peptides**

**Banru Chen<sup>1</sup>, Xiang Ni<sup>1</sup>, Rui Sun<sup>1,2</sup>, Benhua Zeng<sup>3</sup>, Hong Wei<sup>3\*</sup>,  
Zhigang Tian<sup>1,2\*</sup>, Haiming Wei<sup>1,2\*</sup>**

Correspondence\*:

Haiming Wei  

Zhigang Tian  

Hong Wei  

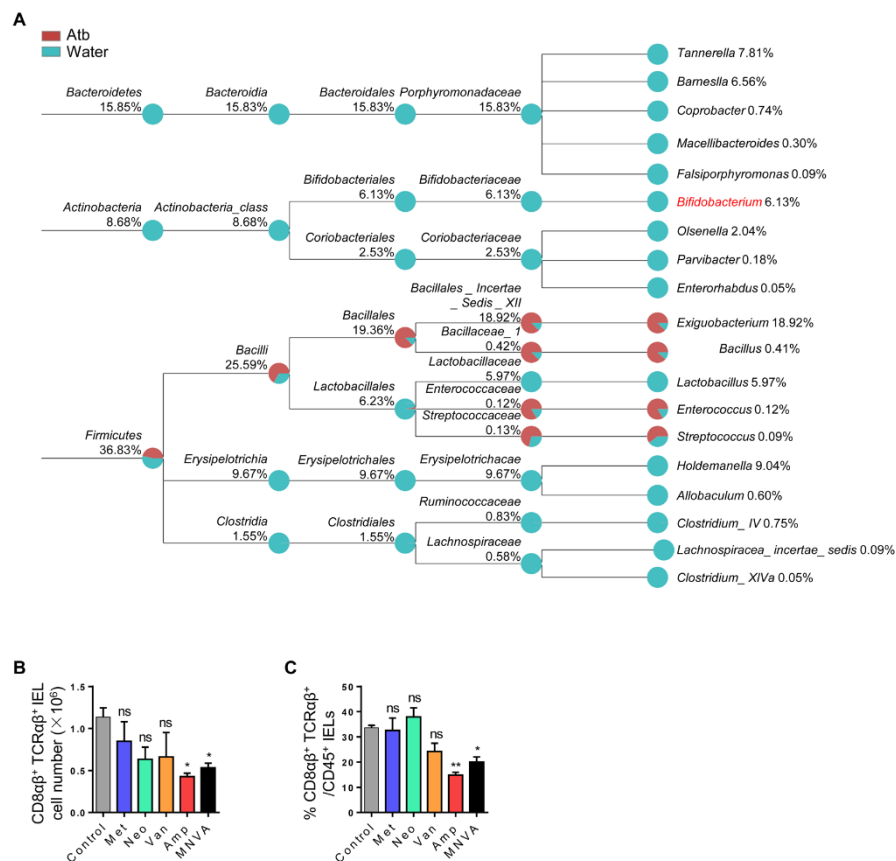

**Supplementary Figure 1. CD8 $\alpha\beta$ <sup>+</sup> IELs show higher sensitivity to ampicillin treatment.** (A) Bacterial composition included in the phyla *Bacteroidetes*, *Actinobacteria* and *Firmicutes* at the genus level, *Bifidobacterium* is highlighted in red. n = 3 mice per group. (B and C) Three-week-old SPF mice were fed with normal water, water containing a combination of antibiotics, or water containing each antibiotic alone (Amp = ampicillin; Van = vancomycin; Neo = neomycin; Met = metronidazole) for 5 weeks. The absolute number (B) and percentage (C) of CD8 $\alpha\beta$ <sup>+</sup> IELs from the indicated mice were analyzed by flow cytometry, n = 3–6 mice per group. One-way ANOVA followed by Dunnett's test. All mice used were on a C57BL/6 background. Data are representative of two independent experiments. Error bars represent the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01; ns, not significantly different. IEL, intraepithelial lymphocyte. Data are representative of two independent experiments. Error bars represent the mean  $\pm$  SEM. \*P < 0.05, \*\*\*P < 0.001, \*\*\*\*P < 0.0001; ns, not significantly different. IEL, intraepithelial lymphocyte; Atb, antibiotic.

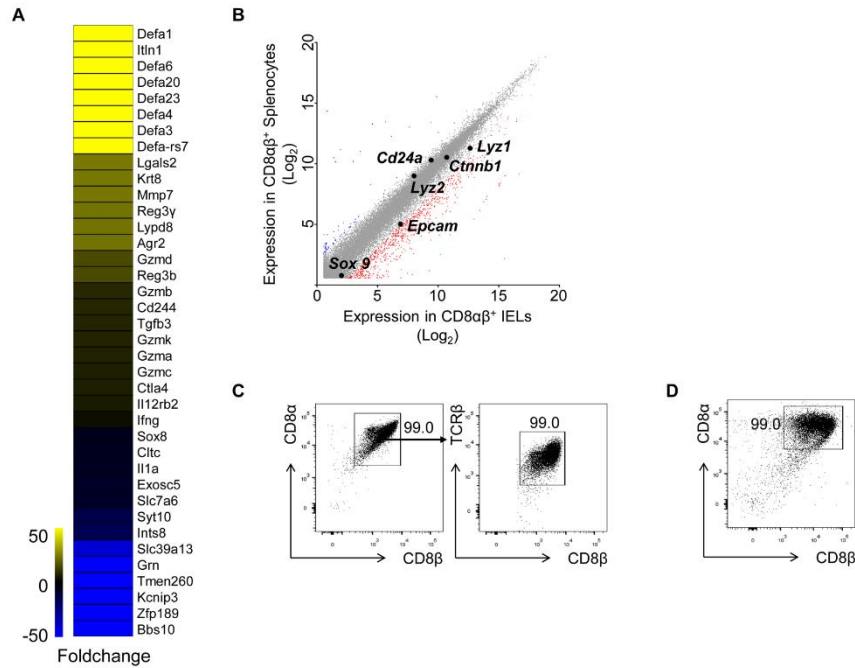

**Supplementary Figure 2. High-purity CD8αβ<sup>+</sup> IELs were used for microarray analysis and bactericidal assay.** (A) CD45<sup>+</sup> CD3<sup>+</sup> CD8β<sup>+</sup> CD8α<sup>+</sup> TCRβ<sup>+</sup> single cells were sorted from IELs and SPLs and subjected to microarray analysis. Expression of the canonical genes upregulated or downregulated in CD8αβ<sup>+</sup> IELs relative to CD8αβ<sup>+</sup> SPLs are shown. Three samples were analyzed per group and with each sample sorted from 10 wild-type mice. (B) The difference in gene expression by microarray analysis is shown in a scatterplot defined in Figure 4A comparing CD8αβ<sup>+</sup> IELs and CD8αβ<sup>+</sup> SPLs. Several genes expressed by Paneth cells are highlighted. (C and D) Purity of CD8αβ<sup>+</sup> IELs sorted by flow cytometry (A) and magnetic-activated cell sorting (MACS) (B) are shown. Each cell sample was sorted from 10 wild-type mice. IEL, intraepithelial lymphocyte; SPL, splenocyte.

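Among the genes of Figure S2A drawn as higher in CD8αβ+ IELs, *Lgals2*, *Krt8* and *Agr2* had log2 fold changes of 4.35, 4.42 and 4.03, and *Cd244*, *Tgfb3*, *Ctla4* and *Il12rb2* had 3.66, 2.84, 2.34 and 2.32, each with an adjusted p of 0.635 from limma and higher on both arrays of CD8αβ+ IELs. *Il12rb2* fell by 0.404 under the normexp background correction but rose by 1.25 under its second fit. The 12 measured genes outside the antimicrobial ones had a median of 3.65 and an adjusted p of 0.409 from fry. The 13 genes drawn as lower are *Sox8*, *Cltc*, *Il1a*, *Exosc5*, *Slc7a6*, *Syt10*, *Ints8*, *Slc39a13*, *Grn*, *Tmem260*, *Kcnip3*, *Zfp189* and *Bbs10*. For each of these, the probe with the lowest ratio of the linear means of the authors' processed values was taken, a calculation chosen after the data were examined, and the genes then fell in the order drawn, from 5.45-fold lower for *Sox8* to 415-fold lower for *Bbs10*. Of the 13 genes, 8 had a spot of CD8αβ+ SPLs with an outlier mark of the scanner software on this probe, against 164 of all 41174 probes (0.398%). Without the marked spots, the log2 fold change of these 8 probes lay between -1.50 and 0.585. *Grn* fell by 4.83 on the log2 scale on 1 probe and by 0.212 on another, and *Syt10* fell by 2.57, both without a marked spot. The lowest probes of *Sox8*, *Il1a* and *Exosc5* were not well above background on any array of CD8αβ+ IELs. On the probe chosen by its brightness for each gene, 4 of the 13 genes were higher in CD8αβ+ IELs, *Sox8* by 0.389, *Cltc* by 0.419, *Ints8* by 0.508 and *Slc39a13* by 0.548, and none of the 13 passed the correction over all probes tested in limma. The list measured 12 of them, without *Zfp189*, whose only probe had a marked spot in SPL replicate 1. With the marked spots kept it measured all 13. The 12 genes had a median of -0.275 and an adjusted p of 0.409 from fry, and 1 passed when adjusted over the list alone. The direction of *Sox8* reversed to -0.966 under the normexp background correction, and that of *Ints8* reversed to -2.28 with the marked spots kept.

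**Figure D3:**
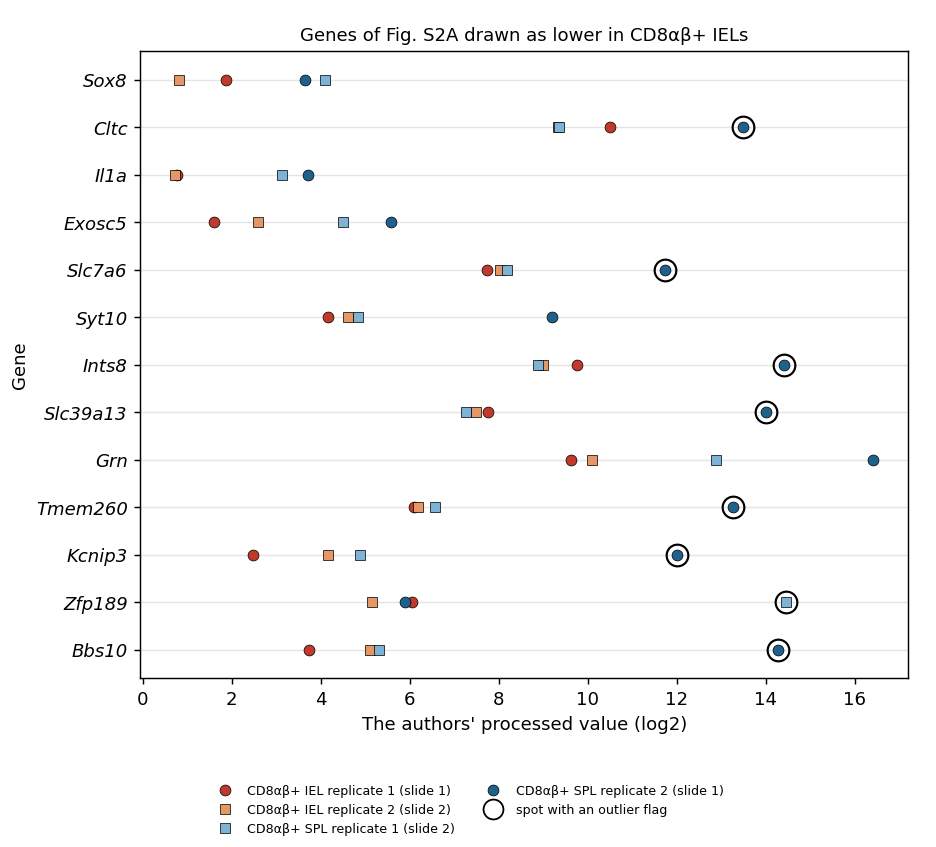
The authors' processed log2 value of the lowest probe of each of the 13 genes drawn as lower, on each of the 4 arrays, with a ring around spots that carry an outlier mark. A marked spot of CD8αβ+ SPLs is above the other arrays for 8 genes.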

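Several of the Paneth and epithelial cell genes in the scatterplot of Figure S2B have more than 1 probe on the array. *Ctnnb1* had log2 fold changes of 0.217 and 0.336 on its other tested probes, and *Lyz2* had -1.13 on a second probe. *Sox9* had a pair of further probes that did not pass the filter, and their log2 ratios of the linear means of the authors' processed values were 1.25 and 3.35. The probe with 3.35 was well above background on 1 array, that of IEL replicate 1. The probe with 1.25 was not well above background on any array and had 1 marked spot in either group.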

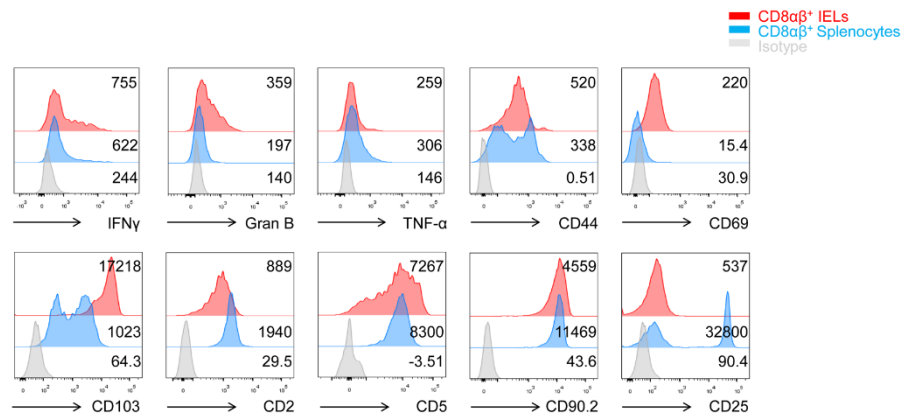

**Supplementary Figure 3. CD8αβ<sup>+</sup> IELs show a “resident effector memory” phenotype.** Expression of indicated markers in CD45<sup>+</sup> CD3<sup>+</sup> CD8β<sup>+</sup> CD8α<sup>+</sup> IELs and SPLs was analyzed by flow cytometry. Mean fluorescence intensity (MFI) is shown. Data are representative two independent experiments.

**Supplementary Table 1. Antibodies for flow cytometry and magnetic-activated cell sorting.**

| Fluorescence | Antigen                    | Clone      | Company     | Catalog number | Isotype control       | Dilution |
|--------------|----------------------------|------------|-------------|----------------|-----------------------|----------|
| FITC         | CD8 $\beta$                | H35-17.2   | eBioscience | 11-0083        | Rat IgG2b, $\kappa$   | 1:200    |
| FITC         | CD69                       | H1.2F3     | BD          | 553236         | ArH IgG1, $\lambda_3$ | 1:200    |
| 488          | CD90.2                     | 30-H12     | Biolegend   | 105315         | Rat IgG2b, $\kappa$   | 1:200    |
| PE           | CD8 $\alpha$               | 53-6.7     | BD          | 553032         | RatIgG2a, $\kappa$    | 1:200    |
| PE           | CD8 $\beta$                | H35-17.2   | BD          | 550798         | Rat IgG2b, $\kappa$   | 1:200    |
| PE           | CD103                      | M290       | Biolegend   | 121406         | Rat IgG2a, $\kappa$   | 1:200    |
| PE           | CD2                        | RM2-5      | BD          | 553112         | Rat IgG2b, $\lambda$  | 1:200    |
| PE           | CD25                       | PC61       | BD          | 553866         | Rat IgG1, $\lambda$   | 1:200    |
| Percp-CY5.5  | CD3e                       | 145-2C11   | Biolegend   | 100328         | AH IgG                | 1:200    |
| Percp-CY5.5  | CD45.2                     | 104        | Biolegend   | 109828         | Ms IgG2a, $\kappa$    | 1:200    |
| Percp-CY5.5  | CD44                       | IM7        | BD          | 560570         | Rat IgG2b, $\kappa$   | 1:200    |
| PE-CY7       | CD45                       | 30-F11     | Biolegend   | 103114         | Rat IgG2b, $\kappa$   | 1:200    |
| PE-CY7       | IFN- $\gamma$              | XMG1.2     | eBioscience | 557649         | Rat IgG1, $\kappa$    | 1:200    |
| APC          | TCR $\beta$                | H57-597    | Biolegend   | 109212         | ArH IgG               | 1:200    |
| APC          | CD8 $\alpha$               | 53-6.7     | Biolegend   | 100712         | Rat IgG2a, $\kappa$   | 1:200    |
| APC          | CD5                        | 53-7.3     | BD          | 100625         | Rat IgG2a, $\kappa$   | 1:200    |
| APC-CY7      | CD3e                       | 145-2C11   | Biolegend   | 100330         | AH IgG                | 1:200    |
| Purified     | $\alpha$ -Defensin 1       | Polyclonal | Abcam       | ab122884       | IgG                   | 1:100    |
| Purified     | MMP7                       | Polyclonal | Abcam       | ab4044         | IgG                   | 1:100    |
| Purified     | CD8                        | 53-6.7     | Biolegend   | 100702         | Rat IgG2a. $\kappa$   | 1:200    |
| FITC         | Donkey Anti-Goat IgG       | Polyclonal | Santa Crus  | sc-2024        | -                     | 1:200    |
| FITC         | Donkey Anti-Rabbit IgG H&L | Polyclonal | Abcam       | ab97050        | IgG                   | 1:200    |
| 488          | Donkey Anti-Goat IgG H&L   | Polyclonal | Abcam       | ab150129       | IgG                   | 1:500    |
| Alexa 594    | Donkey Anti-Rabbit IgG H&L | Polyclonal | Abcam       | ab150076       | IgG                   | 1:100    |
| Biotin       | CD8 $\beta$                | YTS156.7.7 | Abcam       | 126604         | Rat IgG2b, $\kappa$   | 1:400    |

**Supplementary Table 2. Primers for RT-PCR.**

| Gene          | Forward (5'-3')        | Reverse (5'-3')          |
|---------------|------------------------|--------------------------|
| <i>Defa1</i>  | CCTGCTCATCCTAATCCATCCA | CGTTCTCTTCCTTTGCAGCCT    |
| <i>Defa4</i>  | CACTTGTCCTCCTCTCTGCC   | GTCATCTGCATGTTCAAGCGG    |
| <i>Defa22</i> | AATCCTCCAGGTGACTCCCA   | CTCGACAATTTTTCATGAAGAGCA |
| <i>Mmp7</i>   | CTCACCTGTTCTGCTTTGTG   | TGATCCACTACGATCCGAGGT    |
| <i>Itln1</i>  | ACTGAACATCACTGCATCGGT  | GAGAAGTCAGGGCCAATCCC     |
| <i>Gapdh</i>  | TGCACCACCAACTGCTTAG    | GGATGCAGGGATGATGTTC      |

How the deposited data were processed for this re-analysis (not part of the article)

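RNA of CD8αβ+ IELs and CD8αβ+ SPLs was measured on 4 Agilent 1-color whole mouse genome arrays, with 2 samples per group and 1 sample per array. The scanner files, written by Feature Extraction 10.7.3.1, give for each of 45018 spots an intensity from which the software subtracted a background fitted within the array, as well as the uncorrected mean intensity and the local background, and none of these values is normalized between arrays. The authors also deposited a table of log2 values, in which the spots of a probe are averaged and the arrays are quantile-normalized, as judged from the equal extremes of 0.53 and 18.84 on every array and from rank correlations with the scanner values that round to 1. The paper's methods name PrimeView chips and MeV 4.9 for the microarray analysis. The paper's text names no normalization, and its statistics section names an unpaired Student test for comparisons of 2 groups.

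The log2 of the processed intensity was scaled by subtracting each array's 75th percentile over all spots that are not controls, which was 304 and 420 units for IEL replicates 1 and 2, and 463 and 587 units for SPL replicates 1 and 2. Spots with an outlier mark of the scanner software were left out (125 and 106 for IEL replicates 1 and 2, and 98 and 179 for SPL replicates 1 and 2), and the other spots of each of 41174 probes were averaged. No spot was saturated, with a count of 0 on each array. The median coefficient of variation of repeat spots was between 3.79% and 5.55%. For arrays, signal over background sets what can be detected, and the number of arrays limits the precision. A probe was tested when it was well above background on every array of at least 1 group, which left 27938 probes. Log2 fold changes are fitted values, also where an array of the lower group was not well above background, and such values are no bounds. For *Defa21*, *Defa22* and *Chgb* the lower limit is given as well.

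Groups were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 read the files), with a linear model without a block, moderated variances on 2 residual degrees of freedom, two-sided tests and a Benjamini-Hochberg threshold of 0.05 over all tested probes. The replicate number was not used as a block in the main model. Deviations of same-numbered arrays from their group means had a correlation across probes of -0.025, which does not show whether the samples were paired. In α-defensins, replicate 1 was above replicate 2 by medians of 5.74 in CD8αβ+ IELs and 5.09 in CD8αβ+ SPLs. In B cell transcripts, IEL replicate 2 was above replicate 1 by 4.497, whereas SPL replicate 1 was above replicate 2 by 0.468. A gene with several probes was represented by the tested probe with the highest mean log2 signal, chosen without regard to the fold change. The genes named are those that the paper names for its microarray, members of lists of marker genes, and the 10 largest rises and falls among probes past the threshold, of which there were 0. The 28 lists cover the genes the paper names, cell types of the intestinal epithelium and spleen, T cell states, Toll-like receptors and other antimicrobial genes, and they were tested with fry. Symbols are those of the arrays' annotation, with positions on mm9, and 27668 probes were matched by accession to the RefSeq genes of GRCm38.p6 for current names only, which changed the symbol of 1843.

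The samples, comparisons, lists, named-gene rule and all but 3 of the alternatives were fixed before the data were examined. The alternatives were quantile normalization, scaling by the median or over probes well above background on all arrays, normexp background correction with an offset of 50, the authors' processed values, no filter or a stricter filter on dim probes, an intensity trend in the variances, the unpaired test of the methods, the replicate number or the slide as a block, each sample left out in turn, a stricter threshold of 0.01, a minimum 2-fold change, the mean of a gene's probes, and camera with a preset correlation of 0.01 or an estimated one. The 3 added later kept the marked spots, took the ratio of linear means of the authors' values, and fitted normexp without the spots more than 20 units below their local background. A few spots far below their local background moved the first normexp fit, whose values are given as they are beside those of the second. Its fitted background had means of -158, -20.9, -680 and -296 units, against -4.49, -5.02, -5.6 and -4.59 units without those spots (3, 3, 16 and 3 of them).

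The share of the way that an array lies between a spleen and an intestinal array was computed on the intensity scale for probes at least 2 log2 units apart on slide 1, and a mixture with a share of 0.25 in simulated data gave 0.251 and 0.248. The limma model was tested on simulated data with 200 changed probes shifted by 3 log2 units. With the spread of these arrays it recovered 0 of them, with 199 in the right direction, and with a spread 4 times smaller it recovered 189 with 7 false calls. GO terms, flow cytometry, RT-PCR and other experiments of the paper were not analysed here.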

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

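The tests of a mixture on slide 2, of other intestinal cells in IEL replicate 2 alone and of a difference between the slides were chosen after the result was seen.

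Transcripts of goblet cells, enterocytes and enteroendocrine cells were higher in CD8αβ+ IELs than in CD8αβ+ SPLs, a signal mostly in genes that the paper does not name. The paper discusses contamination by epithelial cells from other genes. The median log2 fold change was 4.00 for goblet cell transcripts (9 of 10 higher), 1.55 for enterocyte transcripts (20 of 23 higher) and 1.52 for enteroendocrine cell transcripts (11 of 11 higher), and each list had an adjusted p of 0.409 from fry. No gene of these lists passed the threshold over all probes in limma, and 0, 1 and 0 passed when adjusted over the list alone. Over the list alone, 9, 15 and 5 passed with the replicate number as a block, 8, 9 and 0 under the stricter filter, 3, 2 and 0 under the normexp background correction, 8, 10 and 0 under its second fit, 0, 8 and 1 without SPL replicate 1 and 12, 16 and 10 without IEL replicate 2. Over all probes, 9, 10 and 7 passed without IEL replicate 2. Of the lists' genes, 4, 3 and 0 are on another list, 1, 0 and 0 are named by the paper, and 8, 18 and 7 were well above background in SPL replicate 2. On slide 2 the medians were 1.42, 1.204 and 0.663, against quartiles over all probes of -0.15 and 0.194. Under the normexp background correction the goblet median was 1.04 and the enterocyte and enteroendocrine medians reversed to -0.345 and -0.456, where the median of all probes was -0.361, and under the second normexp fit the 3 medians were 2.85, 0.749 and 0.81. Without IEL replicate 1 they were 2.59, 1.28 and 0.72, and without IEL replicate 2 they were 5.45, 2.02 and 2.73. The goblet and enteroendocrine genes with the largest changes were *Spink4* at 4.55 and *Chgb*, with a fitted change of 4.90 and a lower limit of 4.64. The brightest genes of the goblet, enterocyte and enteroendocrine lists were *Ccl6* at -0.101, *Dgat1* at 3.25 and *Sct* at 2.26.

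RNA of intestinal epithelial cells in the IEL samples is a candidate source. The list of general epithelial transcripts, which could have stayed level, had a median of 2.02 (17 of 18 higher, adjusted p 0.409 from fry, 4 genes on another list, 2 named by the paper, 15 well above background in SPL replicate 2). The test also asked whether abundant transcripts rose most, which was so for *Dgat1* and *Sct* but not for *Ccl6*, nor for *Lgals4*, the brightest general epithelial gene, with a 2.46-fold change. *Ccl6*, with a change of -0.101, was about as bright in CD8αβ+ SPLs, so it cannot answer this. RNA of Paneth cells is another candidate source, since the Paneth cell transcripts other than α-defensins had a median of 1.92 (16 of 18 higher, adjusted p 0.409 from fry). The median was 2.48 over the 11 genes that the paper does not name. Of the Paneth genes 12 are on another list, 7 are named by the paper and 16 were well above background in SPL replicate 2, and *Lyz1*, the brightest, had a change of 0.99 over both slides and of -0.333 on slide 2. This test also asked for most members to pass the threshold, which 0 did with all samples in limma. No tested probe passed there, so no list could have met this part, and it does not count against Paneth cell RNA. The part on the median was met, and without IEL replicate 2 the median was 3.755. Under the normexp background correction the general epithelial median was -0.136 and the Paneth median 0.009, and with the second normexp fit they were 1.14 and 1.29. Without IEL replicate 1 they were 1.10 and 0.645. One common source of α-defensin RNA and of general epithelial, goblet and enterocyte RNA is argued against by the replicates of CD8αβ+ IELs. They differed by a median of 5.74 in α-defensins but by 2.00, 2.79 and 0.777 in these lists, though transcripts with a further source would differ less. Paneth cell transcripts other than α-defensins differed by a median of 2.586, with quartiles of 1.018 and 3.861. Among them, *Itln1* had 5.697 and *Cd24a* had -1.802. A Paneth cell source of the α-defensins is therefore not argued against by this comparison. Which cells of a sorted sample hold the RNA is not shown by these arrays, so expression by the CD8αβ+ IELs themselves, a difference between the tissues, stays open and untested.

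Transcripts of spleen cells differed between the replicates of CD8αβ+ IELs. IEL replicate 2 was above replicate 1 by a median log2 difference of 4.497 in B cell transcripts and 4.62 in neutrophil transcripts, against quartiles of the reverse difference over all probes of -0.481 and 0.447. The lists hold 13 measured genes each, of which 0 and 5 are on another list and none is named by the paper. The brightest, *Ighm* and *S100a9*, had normalized levels of 1.54 and -4.13 in IEL replicate 1 and of 6.04 and 4.92 in IEL replicate 2, against 6.35 and 5.20 in SPL replicate 1. Between the groups, the medians were -2.50 for B cell and -2.86 for neutrophil transcripts (adjusted p 0.541 and 0.505 from fry). In CD8αβ+ SPLs, α-defensins were higher in replicate 1 than in replicate 2 by a median of 5.09, which exceeds their difference of 1.42 between the arrays of slide 2.

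A mixture of IEL and SPL RNA on the arrays of slide 2 may explain this pattern. On the way from SPL replicate 1 to IEL replicate 1, IEL replicate 2 lay at similar shares in 5 lists of spleen cells, from 0.224 in erythroid to 0.264 in neutrophil transcripts, and at 0.242 in transcripts of resident and effector T cells. With SPL replicate 2 as the spleen end the shares were far less alike, from -0.746 in macrophage to 0.336 in naive T cell transcripts, so the similarity rests on the choice of SPL replicate 1, which was made after the values were seen. SPL replicate 1 held the transcripts of 7 intestinal lists at 0.287 to 0.357 of the level of IEL replicate 2, both counted from SPL replicate 2. The shares were lower for enterocyte (0.174), goblet (0.096), general epithelial (0.083) and Paneth transcripts (0.027) and for α-defensins (0.012), so the IEL part of such a mixture would need to hold less of these than IEL replicate 1. The arrays do not show at which step, from sorting to hybridization, a mixture could have arisen.

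Other cells of the intestinal epithelium in IEL replicate 2 alone are argued against by the difference of 5.09 in α-defensins between the SPL samples, which that explanation would leave level. A difference between the slides as such is argued against by the pair on slide 1, whose r across probes of 0.911 was the lowest of all pairs. A mislabelled sample is argued against by 20 of 22 resident and effector transcripts that were higher on both IEL than on both SPL arrays, and by 15 of 16 naive transcripts that were higher on both SPL arrays, where chance gives 1 in 6 for either if genes vary independently. No biological explanation of the difference between replicates of 1 group was tested, since the labels give none.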

How the results depend on the processing

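Of the alternatives, keeping the marked spots, the ratio of linear means of the authors' values and the second normexp fit, made without spots below their local background, were chosen after the data were seen.

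The counts of 0 higher and 0 lower probes from limma (1295 and 308 at an unadjusted p under 0.05) were the same at the adjusted threshold under every alternative except 2. The unadjusted counts from limma moved, to 1074 and 483 under quantile normalization, 924 and 544 under median scaling, 549 and 36 under the normexp background correction, 2081 and 597 under its second fit, and 130 and 65 without SPL replicate 2. The unpaired test of the methods without adjustment gave 464 higher and 353 lower probes, since its threshold is not corrected, and 0 and 0 after correction. With each sample left out in turn, the counts ran from 0 to 2633 higher and from 0 to 3009 lower, and from 0 to 123 and 0 to 181 for changes of at least 20-fold. All the upper values are without IEL replicate 2, which leaves 1 IEL sample that is assumed to vary like the SPL samples. The smallest adjusted p was otherwise 0.051, under the normexp background correction. The median over all probes moved by more than 0.1 under that correction (-0.361), without a filter (0.152) and under the second normexp fit (0.157), and changes there are relative to those shifts.

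The antimicrobial genes named by the paper kept a positive median, from 2.89 under the normexp background correction to 9.44 without IEL replicate 2. Their list passed the threshold only under camera with its preset correlation (median 6.496, adjusted p 4.23e-08). That setting called 14 of 28 lists, against 0 under fry and 0 with an estimated correlation. With other settings, fry called 2 lists without a filter, 1 without IEL replicate 1 and 2 without IEL replicate 2. The median of the Paneth and epithelial genes named by the paper reversed to -0.475 under the normexp background correction and to -0.023 with the authors' processed values. Under the second normexp fit it was 0.394. With each sample left out it lay between -0.238 (without IEL replicate 1) and 0.326 (without IEL replicate 2), and it was -0.021 without SPL replicate 1. The cause was not tested.

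Among 878 values of single genes under alternatives, 818 kept their direction and side of the threshold, 28 newly passed it and 32 reversed, in 16 genes. Of those that passed, 26 did so without IEL replicate 2, and *Il1a* and *Ephb3* did so under the unadjusted test of the methods. Under the normexp background correction, *Mmp7* reversed to -0.086, *Gzmc* to -0.466, *Il12rb2* to -0.404, *Sox8* to -0.966, *Exosc5* to 0.102, *Ctnnb1* to 0.264, *Ephb3* to -0.778 and *Epcam* to -0.475. Under the second normexp fit, *Il1a* reversed to 0.219, *Kcnip3* to 0.007, *Zfp189* to 0.207, *Bbs10* to 0.071 and *Sox9* to 0.394. With the authors' processed values *Ints8* reversed to -2.28 and *Lyz2* to -0.023, with their linear means to -4.02 and -0.005, and with the marked spots kept *Ints8* reversed to -2.28. With the mean of all probes, *Sox8* reversed to -0.99, *Ctnnb1* to 0.161 and *Lyz2* to -0.529. With the slide as a block, *Zfp189* reversed to 0.153. Without IEL replicate 1, *Sox8* reversed to -0.226, *Bbs10* to 0.267, *Lyz2* to -0.302 and *Lyz1* to -0.352. Without IEL replicate 2, *Zfp189* reversed to 0.153, *Sox9* to 0.326 and *Ctnnb1* to 0.001. Without SPL replicate 1, *Lyz2* reversed to -0.021, and without SPL replicate 2, *Sox9* reversed to 0.087 and *Ctnnb1* to 0.343. Over the samples left out in turn, the other ends of the ranges were 1.00 for *Sox8*, -0.582 for *Zfp189*, -1.23 for *Bbs10*, -0.719 for *Sox9*, -0.481 for *Ctnnb1*, 0.444 for *Lyz2* and 2.33 for *Lyz1*. The cause was not tested.

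Among 468 values of lists, 421 kept their direction and side of the threshold, 18 newly passed it and 29 reversed, in 14 lists. Under the normexp background correction the median reversed for enterocyte (-0.345), general epithelial (-0.136), enteroendocrine (-0.456), pancreatic (-0.38), plasma cell (-0.382), γδ and natural IEL (0.139), CD4 T cell (-0.065), IL-15 (0), other antimicrobial (-0.611) and dissociation (0.387) transcripts. Under the second normexp fit it reversed for the genes drawn as lower in Figure S2A (0.145) and for tuft (0.189), crypt stem (0.342) and γδ and natural IEL (0.144) transcripts. Without a filter it reversed for tuft (0.037) and crypt stem (0.094), and with the stricter filter for crypt stem (0.094) and γδ and natural IEL (0.117). With the mean of all probes it reversed for γδ and natural IEL (0.132) and dissociation (0.001). Without IEL replicate 1 it reversed for tuft (0.066), macrophage (0.133), γδ and natural IEL (0.188) and other antimicrobial transcripts (-0.202), and without IEL replicate 2 for crypt stem (0.119) and dissociation (0.251). Without SPL replicate 1 it reversed for γδ and natural IEL (0.179), and without SPL replicate 2 for other antimicrobial (-0.094) and dissociation transcripts (0.23). The other ends of these ranges were -0.645 for tuft, -0.246 for crypt stem, -3.54 for macrophage, -0.155 for γδ and natural IEL, 0.834 for other antimicrobial and -0.159 for dissociation transcripts. The cause was not tested. The intensity trend does not enter fry and the unpaired test gives no set test, so neither was run for lists.

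Signal over background limits what the arrays show, since between 63.6% and 69.6% of probes were well above background.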

Differences from the paper's values

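The ratios of linear means of the authors' values were chosen only after the values were seen.

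For *Defa1*, the fold change of CD8αβ+ IELs over CD8αβ+ SPLs was 128, and the paper's value is 20. Among 16 alternatives set before the data were examined, 3 lie within the limits of the paper's value, the normexp background correction (22.1), without IEL replicate 1 (17) and without SPL replicate 2 (20.8), and the other 13 do not. The paper's value of 20 is given for a series of genes. In Fig. 4A the paper's log2 difference for *Defa1* is about 6.6, read by eye, and the value here of 7.00 is within the replicate SD of it, as are those under all 16 alternatives. The folds of *Reg3g* (14.3) and *Lypd8* (14.2) were within 1.5 times the paper's value of 20, but not under the normexp background correction (1.58 and 1.61), without IEL replicate 1 (4.27 and 5.16), without IEL replicate 2 (48.2 and 38.9) or without SPL replicate 2 (9.53 and 7.28), nor for *Lypd8* with the authors' processed values (13.3). The other 12 alternatives set before the data were examined were within it for each gene. Of those chosen later, the second normexp fit (5.99 and 5.71) was not within it. The marked spots kept (14.4 and 14.2) and the linear means of the authors' values (23.1 and 17.1) were. The fold of *Ifng* (3.57) was within 1.5 times the paper's value of 3, but not under the normexp background correction (4.71), without SPL replicate 1 (5.07) or without IEL replicate 2 (5.39), of which the last alone is beyond the replicate SD as well.

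For *Defa3*, the log2 fold change was 2.65, and the paper's is about 6.5 in Fig. 4A, read by eye. Of the 17 alternatives set before the data were examined, the values without IEL replicate 2 (4.31) and with the mean of all probes (4.72) are within the replicate SD of it and 15 are not. A second *Defa3* probe had 6.78 in limma and 6.51 as a ratio of linear means of the authors' values, a calculation chosen after seeing the values. For *Ctnnb1*, the log2 fold change was -0.069, and the paper's is about 0.2 in Figure S2B, read by eye. These differ in sign only, since both are near 0 and lie within the replicate SD of 0.583 of each other. The normexp background correction (0.264), without IEL replicate 2 (0.001), without SPL replicate 2 (0.343) and the mean of all probes (0.161) have the sign of the paper's value, and 13 other alternatives do not, of which only that without SPL replicate 1 (-0.481) is beyond the SD. Another *Ctnnb1* probe had 0.217. For *Lyz2*, the log2 fold change was 0.071, and the paper's is about -1.0 in Figure S2B, read by eye. The mean of all probes (-0.529) is within the SD of it, and 16 other alternatives are not, while a second *Lyz2* probe had -1.13 in limma and -0.988 as such a ratio, also chosen after seeing the values. For *Sox9*, the log2 fold change was -0.196, and the paper's is about 1.2 in Figure S2B, read by eye. None of 15 alternatives is within the SD of it. A *Sox9* probe that did not pass the filter had a log2 ratio of linear means of the authors' values of 1.25, a calculation chosen after the values were seen.

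The paper states that antimicrobial genes were upregulated in CD8αβ+ IELs. In limma none of the 14 passed the adjusted threshold with all samples, and without IEL replicate 2, 13 did. As a list, they passed under camera with its preset correlation (adjusted p 4.23e-08), but not under fry or an estimated correlation. At an unadjusted p under 0.05 in limma, *Reg3g*, *Reg3b* and *Lypd8* passed. Of all single genes that the paper names for its microarray, 26 passed the adjusted threshold without IEL replicate 2, and under the unadjusted unpaired test only *Il1a* and *Ephb3* passed. The paper states that genes of Paneth and epithelial cells were not upregulated, and 4 of the 7 were higher. *Epcam* had a log2 fold change of 1.60 and *Lyz1* of 0.99. Both passed the threshold without IEL replicate 2, at 2.63 and 2.33, each with an adjusted p of 0.00924 (0.454 to 1 and 0.502 to 1 under the other settings).

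Figure S2A draws 13 genes as lower in CD8αβ+ IELs, and its legend gives 3 samples per group, whereas 2 per group were analysed here. On the probe chosen by brightness, with marked spots left out, 4 of the 13 were higher, *Sox8* at 0.389, *Cltc* at 0.419, *Ints8* at 0.508 and *Slc39a13* at 0.548. With the linear means of the authors' values on the lowest probe, a calculation chosen after the values were seen, all 13 were lower and at the same rank as drawn, and it drops 0 of them. The figure also draws *Gzmd* as higher, and it was not well above background on any array here.

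The paper states that CD8αβ+ IELs do not express Toll-like receptors. Of 9 Toll-like receptor genes on the array, 3 were well above background on both arrays of CD8αβ+ IELs, *Tlr2*, *Tlr6* and *Tlr9*, and 6 were in IEL replicate 2. In IEL replicate 1, 3 were, and 6 were on both arrays of CD8αβ+ SPLs. *Tlr2* had intensities of 39.3 and 315 units in IEL replicates 1 and 2, and of 424 and 759 units in SPL replicates 1 and 2, and *Tlr6* had 141 and 232 units against 266 and 347 units. *Tlr1* and *Tlr7* were well above background in IEL replicate 2 but not in replicate 1. These intensities are not scaled between arrays, and the values of IEL replicate 2 are subject to the mixture left open above. *Tlr9* had intensities of 1220 and 1910 units in IEL replicates 1 and 2, and of 1910 and 2160 units in SPL replicates 1 and 2.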

Other observations

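The test of single defective spots was chosen after the result was seen.

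The antimicrobial genes named by the paper were higher in CD8αβ+ IELs. The scaling between arrays is argued against as the cause, since their median log2 fold change lay between 6.29 and 6.49 under the other 4 scalings. The background correction moved it more, to 2.89 under normexp and 4.19 under the second normexp fit. A change in IEL replicate 1 alone cannot be told apart from a change in both IEL samples. IEL replicate 2 was above SPL replicate 1 by a median of 1.42, which is less than the median difference of 4.62 between the SPL samples for these genes, and the genes were chosen in the study on these samples. On slide 1 the median difference was 11.81, between the IEL array with the higher levels and the SPL array with the lower ones. Paneth cell RNA in the IEL samples stays open, as the Paneth cell transcripts other than α-defensins had a median of 1.92. None of them passed the threshold with all samples in limma, where no tested probe did. Expression by the CD8αβ+ IELs themselves stays open as well and was not tested.

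Single defective spots on an SPL array are a candidate explanation for most of the genes drawn as lower in Figure S2A. An outlier mark was present on an SPL spot of 8 of the 13 genes and of 0.398% of all probes. Without the marked spots the log2 fold changes of these 8 lay between -1.50 and 0.585. *Grn* (-4.83) and *Syt10* (-2.57) had no marked spot, so a marked spot is no explanation for them. Each was over 10-fold brighter in SPL replicate 2 than in replicate 1 (11.6 and 20.4), but *Grn* also fell by 2.76 on slide 2 and by 2.97 without SPL replicate 2, which 1 defective spot does not explain. Another *Grn* probe fell by 0.212. No biological explanation was tested for these genes.

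Other lists gave the following median log2 fold changes. Transcripts of resident and effector T cells had 2.31 (adjusted p 0.409 from fry, 7 genes on another list, 3 named by the paper) and naive and circulating T cells -1.51 (0.485). Macrophages and monocytes had -1.70 (0.564), erythroid cells -1.44 (0.409) and Toll-like receptors -1.40 (0.573). General T cell transcripts had 0.169 (0.609), γδ and natural IEL transcripts -0.04 (0.609), CD4 T cell transcripts 0.163 (0.409) and IL-15 and its receptor chains 0.442 (0.521). The genes of the proteins in Figure S3 had 0.383 (0.409). Plasma cell transcripts had 0.337 (0.409), tuft cells -0.368 (0.866), crypt stem cells -0.155 (0.953) and pancreatic acinar cells 0.461 (0.409). Sex-linked transcripts had 0.407 (0.481) and transcripts raised by warm dissociation -0.006 (0.991).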
